# Chromatin organization changes during the establishment and maintenance of the postmitotic state

**DOI:** 10.1186/s13072-017-0159-8

**Published:** 2017-11-10

**Authors:** Yiqin Ma, Laura Buttitta

**Keywords:** *Drosophila*, Cell cycle exit, E2F, Histone modifications, Heterochromatin binding proteins

## Abstract

**Background:**

Genome organization changes during development as cells differentiate. Chromatin motion becomes increasingly constrained and heterochromatin clusters as cells become restricted in their developmental potential. These changes coincide with slowing of the cell cycle, which can also influence chromatin organization and dynamics. Terminal differentiation is often coupled with permanent exit from the cell cycle, and existing data suggest a close relationship between a repressive chromatin structure and silencing of the cell cycle in postmitotic cells. Heterochromatin clustering could also contribute to stable gene repression to maintain terminal differentiation or cell cycle exit, but whether clustering is initiated by differentiation, cell cycle changes, or both is unclear. Here we examine the relationship between chromatin organization, terminal differentiation and cell cycle exit.

**Results:**

We focused our studies on the *Drosophila* wing, where epithelial cells transition from active proliferation to a postmitotic state in a temporally controlled manner. We find there are two stages of G_0_ in this tissue, a flexible G_0_ period where cells can be induced to reenter the cell cycle under specific genetic manipulations and a state we call “robust,” where cells become strongly refractory to cell cycle reentry. Compromising the flexible G_0_ by driving ectopic expression of cell cycle activators causes a global disruption of the clustering of heterochromatin-associated histone modifications such as H3K27 trimethylation and H3K9 trimethylation, as well as their associated repressors, Polycomb and heterochromatin protein 1 (HP1). However, this disruption is reversible. When cells enter a robust G_0_ state, even in the presence of ectopic cell cycle activity, clustering of heterochromatin-associated modifications is restored. If cell cycle exit is bypassed, cells in the wing continue to terminally differentiate, but heterochromatin clustering is severely disrupted. Heterochromatin-dependent gene silencing does not appear to be required for cell cycle exit, as compromising the H3K27 methyltransferase *Enhancer of zeste*, and/or HP1 cannot prevent the robust cell cycle exit, even in the face of normally oncogenic cell cycle activities.

**Conclusions:**

Heterochromatin clustering during terminal differentiation is a consequence of cell cycle exit, rather than differentiation. Compromising heterochromatin-dependent gene silencing does not disrupt cell cycle exit.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-017-0159-8) contains supplementary material, which is available to authorized users.

## Background

Cellular differentiation is the acquisition of cell-type specific characteristics, driven by changes in gene expression. Changes in gene expression are largely controlled by transcription factors, which can be facilitated or impeded by chromatin modifications, binding site accessibility and chromatin organization. A reciprocal relationship exists between chromatin organization, modification and gene expression, and several studies have shown that chromatin organization and modifications can change during differentiation. For example, during neural differentiation silenced genes move to repressive compartments in the nucleus [1–3]. In certain contexts of differentiation, global nuclear compartments can become dramatically reorganized to facilitate specialized functions [4]. At a more local level, chromatin modifiers can be recruited to specific genes involved in differentiation to facilitate their expression and limit the expression of genes involved in other cell-type programs that must be kept off [5]. Thus, dynamic changes in chromatin organization and modification can have critical consequences on proper differentiation during development.

There is also an intimate relationship between the cell cycle and chromatin organization and modifications. Chromatin in actively cycling cells is highly dynamic. During S-phase, new histones are incorporated onto nascent DNA requiring re-establishment of histone modifications [6]. During mitosis, nuclear organization including intra- and interchromosomal contacts is lost and many chromatin modifiers are ejected from chromatin to facilitate proper chromosome condensation and segregation [7, 8]. In addition, the activity of histone modifiers can be regulated in a cell cycle-dependent manner [9–14]. During differentiation cells often transition from rapid proliferation to slower cycling, which can be followed by cell cycle exit or entry into G_0_ coordinated with terminal differentiation. Thus, the modification and organization of chromatin in the nucleus can be impacted by the differentiation process itself, but also by the changes in cell cycle dynamics during differentiation. For example, chromatin compacts and heterochromatin clusters as cells in the embryo cycle more slowly and become lineage restricted [15]. In *Drosophila* loci within constitutive heterochromatin show increased association in terminally differentiated postmitotic cells [16] and facultative heterochromatin-forming Polycomb bodies cluster as cells differentiate and the cell cycle slows during embryogenesis [17]. Methods such as inducing developmental arrest have been used in attempt to disentangle the influence of cell cycle changes from differentiation process [16], but these approaches cannot fully uncouple terminal differentiation from the accompanying cell cycle exit and it has remained unclear whether changes in heterochromatin clustering and dynamics are due to differentiation, the accompanying cell cycle changes, or both. The influence of cell cycle changes during differentiation adds a layer of complexity to our understanding of the relationship between chromatin organization and modifications and differentiation.

Here we directly address the relationship between heterochromatin organization, chromatin modification and cell cycle exit using the temporally controlled cell cycle exit in the *Drosophila* wing [18–20]. In our experiments, we take advantage of tools that can effectively uncouple cell cycle exit and differentiation to ask whether heterochromatin clustering is a consequence of cell cycle exit or differentiation. In addition, we examine changes in chromatin modifications caused by the delay of cell cycle exit and examine the impact of disrupting heterochromatin-dependent gene silencing on cell cycle exit.

## Methods

### Fly stocks and genetics

#### Disruption of G0 in the posterior wing

- *w/y, w, hs*-*FLP; en*-*GAL4, UAS*-*GFP/UAS*-*E2F1, UAS*-*DP; tub*-*gal80TS/*+
- *w/y, w, hs*-*FLP; en*-*GAL4, UAS*-*GFP/UAS*-*CycD, UAS*-*Cdk4; tub*-*gal80TS/UAS*-*E2F1, UAS*-*DP*
- *w/y, w, hs*-*FLP; en*-*GAL4, UAS*-*GFP/*+*; tub*-*gal80TS/UAS*-*CycE, UAS*-*Cdk2*
- *w/y, w, hs*-*FLP; en*-*GAL4, UAS*-*GFP/UAS*-*CycD, UAS*-*Cdk4; tub*-*gal80TS/*+

#### Disruption of G0 in clones

*w/y, w, hs*-*FLP; tub* > *CD2* > *GAL4, UAS*-*GFP/UAS*-*CycD, UAS*-*Cdk4; tub*-*gal80TS/UAS*-*E2F1, UAS*-*DP*

#### Disruption of H3K27me3

*w/y, v; en*-*GAL4, UAS*-*GFP/*+*; tub*-*gal80TS/UAS*-*E*(*z*)^*RNAi*^ (*Bloomington 33659*)

#### Disruption of HP1

*w/y, v; en*-*GAL4, UAS*-*GFP/*+*; tub*-*gal80TS/UAS*-*Su*(*var*)*205* ^*RNAi*^ (*Bloomington 33400*)

#### Disruption of HP1 with Y10C

*w/w, Y10C; en*-*Gal4, UAS*-*RFP/*+; +*/UAS*-*Su*(*var*)*205* ^*RNAi*^ (*Bloomington 33400*)

All the crosses containing gal80^TS^ were maintained in 18 °C to suppress Gal4 in early development. To disrupt G_0_ with cell cycle regulators, white prepupae were collected and shifted to 28 °C to indicated time points. For *E*(*z*) knockdown experiments, L3 larva were shifted from 18 to 28 °C to induce *E*(*z*) RNAi. For *HP1* knockdown, crosses were kept in 28 °C after egg laying (AEL). For clonal expression of cell cycle regulators, animals were heat-shocked in 37 °C for 8 min during 48–72 h AEL and then kept in 18 °C. White prepupae were collected and shifted to 28 °C to indicated time points. All timings are adjusted according to the equivalent development at 25 °C as described previously [18].

### Immunostaining

Imaginal disks or pupal wings were dissected in 1 × PBS and fixed in 4% paraformaldehyde/1 × PBS for 30 minutes. Samples were washed twice in 1 × PBS, 0.1% Triton X, 10 min each and incubated in PAT (1 × PBS, 0.1% Triton X-100 and 1% BSA) for 10 min for larval tissues and 3 × 20 min for pupal tissues. Samples were then incubated with primary antibodies for 4 h or 4 °C overnight followed by three washes and secondary antibodies at room temperature for 4 h or 4 °C overnight. Primary antibodies used in this study include: Anti-phospho-Ser10 histone H3, 1:2000 rabbit (Millipore #06-570) or mouse (Cell Signaling #9706); Anti-GFP, 1:1000 chicken (Life Technologies A10262) or 1:1000 rabbit (Life Technologies A11122); Anti-pH2Av, 1:100 mouse (DSHB, UNC93-5.2.1); Anti-H3K27me3, 1:500 rabbit (Millipore #07-449); Anti-HP1, 1:250 mouse (DSHB, C1A9); Anti-H2Av, 1:500 rabbit (Active Motif #39715); Anti-H3, 1:500 mouse (Cell Signaling #3638); Anti-H3ac, 1:500 rabbit (Millipore #06-599); Anti-H3K4me3, 1:500 rabbit (Millipore #07-473); Anti-H3K9me3, 1:500 rabbit (Millipore #07-523) or (Active Motif #39161); Anti-H3K27ac, 1:500 rabbit (Abcam ab4729); Anti-H4ac, 1:500 rabbit (Millipore #06-866); Anti-H4K16ac, 1:500 rabbit (Millipore #07-329); Anti-H4K20me3, 1:500 mouse (Abcam ab78517); Anti-E2F, 1:500 guinea pig (kindly provided by Dr. Terry L. Orr-Weaver); Anti-Ubx, 1:250 mouse (DSHB, FP3.38); Anti-D1, 1:200 guinea pig (kindly provided by Dr. Yukiko Yamashita). DNA was labeled by 1 μg/ml DAPI in 1 × PBS, 0.1% Triton X for 10 min. F-actin was stained using 1:100 rhodamine–phalloidin (Invitrogen; R415) in 1 × PBS for 4 h.

### Microscopy and image quantification

Images were taken with a 100 × oil objective on a Leica SP5 confocal with a system optimized z-section of 0.13 μm. Three-dimensional reconstructions were performed using the “3D viewer” function in Leica LAS AF software. Images of whole pupal wings in Figs. 2 and 7 were obtained using a Leica DMI6000B epifluorescence system. All adjustments of brightness or contrast were applied to the entire image in Adobe Photoshop and performed equally with equal threshold values across control and experiment samples.

For integrated intensity quantifications, we used maximum projections of 12 continuous z-sections of confocal images. We developed a toolkit in MATLAB (Release 2015b) that automatically segments nuclei and foci within nuclei and integrates the pixel intensities with the help of the Advocacy and Research Support, U. Michigan LSA-IT. To identify nuclei, images were smoothed using a circular averaging filter through the fspecial and imfilter function of MATLAB. Next, a watershed algorithm was applied to segment nuclei from the background, and nuclei were masked using local maxima with an h-maxima transform. Thresholds were manually set and checked for each image to accurately delineate nuclei. GFP positive versus negative was established using an intensity threshold for the GFP channel. Integrated intensities for all nuclei were exported to Excel. Segmentation and measurement of foci followed a similar process for foci within the defined nuclear regions. In brief, foci were segmented using a watershed algorithm and then further measured for pixel intensity and number, which was used for foci area and intensity measurements.

### Fluorescent in situ hybridization (FISH)

Alexa-488 probes against the rDNA internal transcribed spacer (ITS) region and Cy3 probes against AACAC repetitive satellite sequences were kindly provided by Dr. Yukiko Yamashita. For FISH, fixed tissues were treated with 2 mg/ml Rnase A in 1 × PBS, 0.1% Triton X at 37 °C for 10 min, and rinsed in 2 × SSC/1 mM EDTA/0.2% Tween 20. Then tissues were incubated in 2 × SSC/1 mM EDTA/0.2% Tween 20 solution with increasing formamide concentration from 20, 40 to 50% for 15 min to 30 min. Finally, tissues were incubated in 100 μl hybridization solution with 50 μl formamide, 20 μl 50% dextran sulfate, 20 μl 2 × SSC/1 mM EDTA/0.2% Tween 20 and 10 μl of 10 μm probe for 15 min at 91 °C and left at 37 °C overnight. Quantification of size for rDNA loci area was carried out using our customized MATLAB toolkit. For the quantification of AACAC satellite to the chromocenter, we used a single 0.13-μm z-section with the strongest FISH signal and measured the relative distance of the center of the FISH signal to the brightest Dapi-stained region and corrected for the total nuclear radius using the Leica LAS AF software.

### Flow cytometry

FACS was performed on dissociated wings to measure DNA content on an Attune Cytometer (Life Technologies) as described [21].

### RNA interference

Kc167 cells were kindly provided by Dr. K. Cadigan and cultured as described [22]. For RNA interference, cells were placed with concentration of 1 million/ml and starved in serum-free medium with 10 μg/ml double-strand RNA (dsRNA) for 4–6 h, then 10% serum medium was added to the culture, and cells were collected for staining 3 days after serum medium addition. dsRNA was synthesized with T7 Megascript Kit (Ambion). T7 primers used in this study:

- T7-Wee-fwd, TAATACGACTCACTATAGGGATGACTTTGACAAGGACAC;
- T7-Wee-rev, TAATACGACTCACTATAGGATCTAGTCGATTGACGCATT;
- T7-Myt1-fwd, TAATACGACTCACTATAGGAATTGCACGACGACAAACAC;
- T7-Myt1-rev, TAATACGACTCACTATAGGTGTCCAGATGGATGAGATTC;
- T7-Myt1-fwd2, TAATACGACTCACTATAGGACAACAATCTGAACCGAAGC;
- T7-Myt1-rev2, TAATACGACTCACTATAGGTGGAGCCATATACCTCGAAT;
- T7-GFP-fwd, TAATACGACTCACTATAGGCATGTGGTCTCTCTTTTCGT
- T7-GFP-rev, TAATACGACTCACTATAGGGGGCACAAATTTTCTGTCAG
- T7-CycB-fwd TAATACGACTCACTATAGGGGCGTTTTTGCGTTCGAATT
- T7-CycB-rev, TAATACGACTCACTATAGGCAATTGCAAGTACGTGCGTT.

### Western blots

Western blots were performed on staged fly wings using Bio-Rad TGX precast 4–20% gels and high-sensitivity ECL reagents (Thermo) to detect HRP-conjugated secondary antibodies [23]. Mouse anti-α-tubulin (1:1000, DSHB, AA4.3) was used as a loading control. Blot signals were detected and quantified with FluorChem M digital system from ProteinSimple.

## Results

### Heterochromatin clusters as proliferation slows and cells differentiate

The impact of the cell cycle on heterochromatin clustering during cellular differentiation has not been resolved. Specifically, how the transition from a proliferative to a postmitotic state impacts global chromatin organization in *Drosophila* is unclear. To examine this, we immunostained for various chromatin marks and chromatin binding proteins in wild-type *Drosophila* wings at three stages with distinct proliferation parameters. We examined quickly proliferating second instar larval (L2) wings, slowly proliferative wandering third instar larva (L3) and postmitotic 28 h pupal wings (Fig. 1A). Cells of the L2 wing region examined have a cell doubling time (CDT) of about 10 h, while cells of the same region in L3 wings have a longer CDT of 15 h. By 28 h after puparium formation (APF) during metamorphosis, cells of the wing blade have entered G0 and are permanently postmitotic [18, 24, 25]. We examined the histone modification H3K27me3 associated with facultative heterochromatin, H3K9me3, HP1 and the AT-rich repetitive sequence binding protein D1 associated with constitutive heterochromatin and the euchromatin-associated modification H3K4me3 (Fig. 1A). The immunofluorescence (IF) signals for H3K27me3, H3K9me3 and D1 were weakest at the L2 stage, but increased at the L3 and pupal stages, and clustered into larger and more intense, distinct foci in the slower cycling tissues (Fig. 1A). In *Drosophila* cells, the chromocenter, containing constitutive heterochromatin such as clustered centromeres, can be easily visualized as a DAPI-bright region within the nucleus [26]. We confirmed the co-localization of the chromocenter with D1 staining, which binds centromeric satellite repeats, and also co-localized with the centromeric histone Cenp-A (not shown) [27]. H3K9Me3 and HP1 label heterochromatin foci partially overlapping and adjacent to the DAPI-bright region [28]. H3K27Me3 labels distinct foci throughout the nucleus associated with facultative heterochromatin and represents Polycomb repressive complex 2 (PRC2) binding and formation of Polycomb group (PcG) clusters or foci [29–31]. By contrast, H3K4Me3 broadly localizes throughout the chromatin, does not form distinct foci and is excluded from the centromeric and pericentromeric regions (Fig. 1A).

**Fig. 1:**
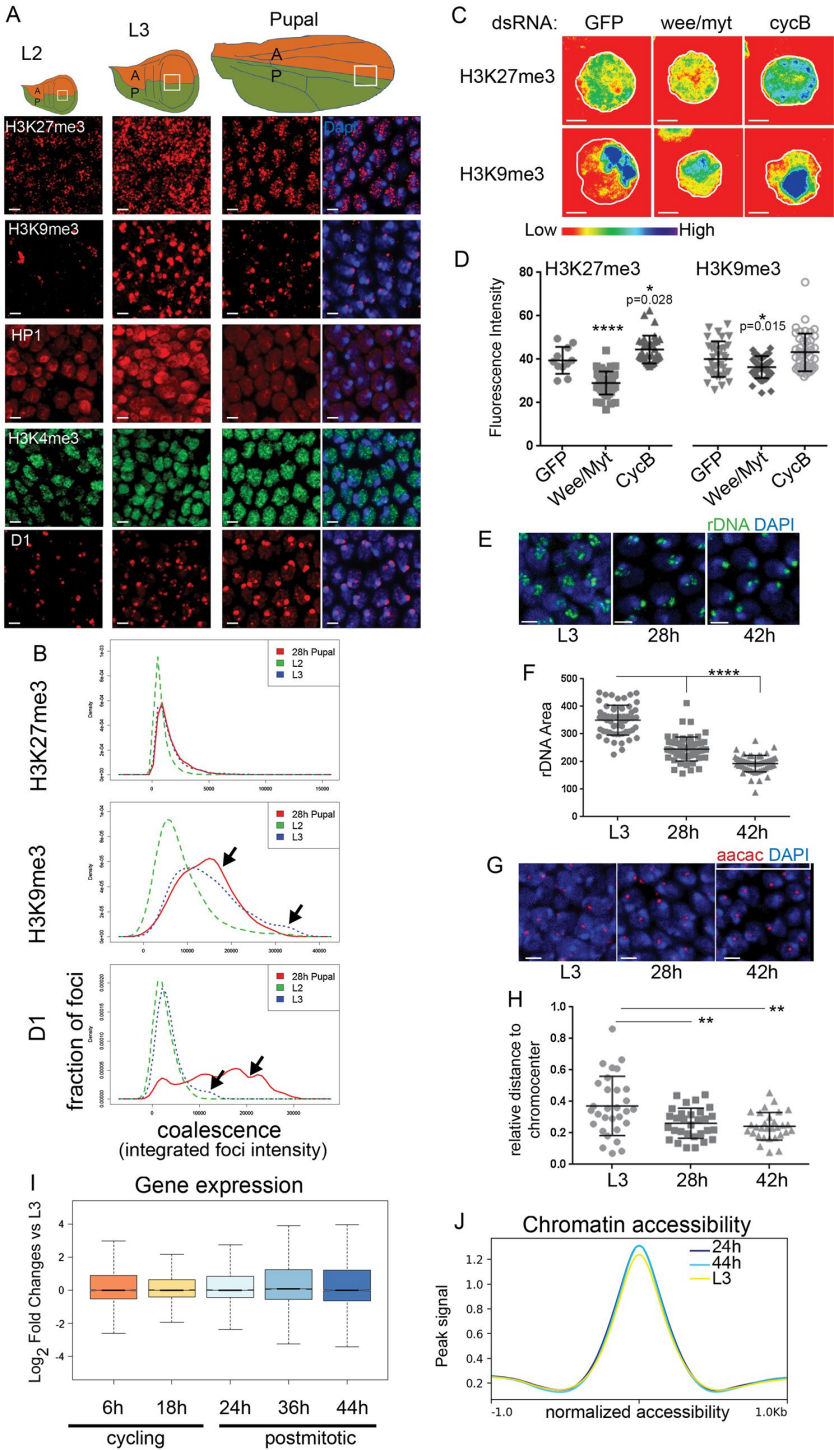
Heterochromatin clustering increases as the cell cycle slows and cells differentiate. **A** Wings of the indicated developmental stages were immunostained for the indicated chromatin modifications and chromatin binding proteins. **B** As the cell cycle slows down and cells differentiate, the distribution of heterochromatin-associated foci shifts toward larger, brighter foci indicating increased clustering. Coalescence is quantified as the total intensity of individual focus within 129–448 nuclei at each developmental stage. **C**, **D** Kc cells treated with dsRNA against GFP, *wee/myt* and *cycB* were immunostained for the indicated chromatin modifications and fluorescence intensity was quantified. **E**, **F** Fluorescent in situ hybridization (FISH) against the rDNA ITS region was performed on wings of the indicated stages. rDNA foci coalesce and condense in postmitotic cells. **G**, **H** FISH against the AACAC pericentromeric satellite repeats was performed on wings of the indicated stages and the distance to the center of the DAPI-bright chromocenter was measured. The distance decreases in postmitotic cells indicating increased condensation of heterochromatin. **I** A box plot of the RNA log_2_-fold changes compared to proliferative L3 for each time point is shown. **J** A line plot of average FAIREseq signal across all accessible chromatin for the indicated stages is shown. The accessibility of regulatory elements is similar in cycling and postmitotic wings. Scale bars = 2 μm. *P* values were determined by an unpaired *t* test *< 0.05; **< 0.01; ***< 0.001; ****< 0.0001

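The peaks that the authors called on pooled FAIRE-seq reads of each wild-type stage were compared by position. Merging the L3, 24 h and 44 h lists gave 51644 regions, of which 14927, or 28.9% (exact 95% binomial interval 28.5% to 29.3%), had a peak at every stage. These made up 47.7% of the merged length, with a median length of 513 bp. Regions with a peak at L3 only numbered 15803 (30.6%), against 4034 (7.81%) at 24 h only and 5513 (10.7%) at 44 h only. The lead of L3 was lost at a stricter threshold but held at equal list sizes. Of the peaks of 1 stage only in the full lists, 1463 at L3, 1235 at 24 h and 2040 at 44 h had a −log10 q of at least 10. With the 28684 strongest peaks of each list, peaks of 1 stage only numbered 8023 at L3, 4330 at 24 h and 6497 at 44 h. Of the 24 h peaks, 70.8% (70.3% to 71.3%) overlapped an L3 peak by at least 1 bp, where 100 random shifts of the L3 list along each chromosome gave 20.2% on average and 21.1% at most. Of the L3 peaks, 52.9% (52.4% to 53.3%) overlapped a 24 h peak and 47.1% (46.6% to 47.6%) a 44 h peak, against 15.4% and 14.8% on average with shifts. Between the postmitotic stages, 69.1% (68.5% to 69.6%) of the 24 h peaks overlapped a 44 h peak and 71.2% (70.7% to 71.7%) of the 44 h peaks a 24 h peak. The intervals cover counting error only, and the lists carry no replicate error. Among the strongest 25% of each list by −log10 p, 93.9% of the L3 peaks had a counterpart at 24 h and 82.9% at 44 h, and 93.5% of the 24 h peaks had a counterpart at L3. Requiring an overlap of at least 50% of both peaks moved the share of 24 h peaks found at L3 to 50.7%. 
Coordinates below are those of the peak lists, whose genome release is not named in the paper's text and is not Release 6. The region from 3132360 to 3134760 on 2R held the strongest peak of all 3 lists, with a fold enrichment of 21.7 at L3, 12.0 at 24 h and 14.9 at 44 h. With 1 read per position and strand, a pileup of at most 250 limits the fold enrichment over the background to 22.9, 12.6 and 15.2 in these lists, so the 3 values lie close to limits set by depth and scaling and are not a comparison of stages. By worst rank it was followed by the region from 13043888 to 13044631 on 2L, which ranked 40 at L3, 30 at 24 h and 11 at 44 h, and the region from 11210228 to 11210770 on 2L, which ranked 31 at L3, 2 at 24 h and 45 at 44 h. The strongest peak found at L3 only, from 1467924 to 1469470 on X, ranked 499 of 39525. The strongest at 24 h only, from 9844654 to 9845266 on 3L, ranked 119 of 29731, and the strongest at 44 h only, from 9193601 to 9194108 on 2L, ranked 63 of 28684. Of the arms named here, only on 2L can the fold enrichment refer to control reads of the same position.

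**Figure D1:**
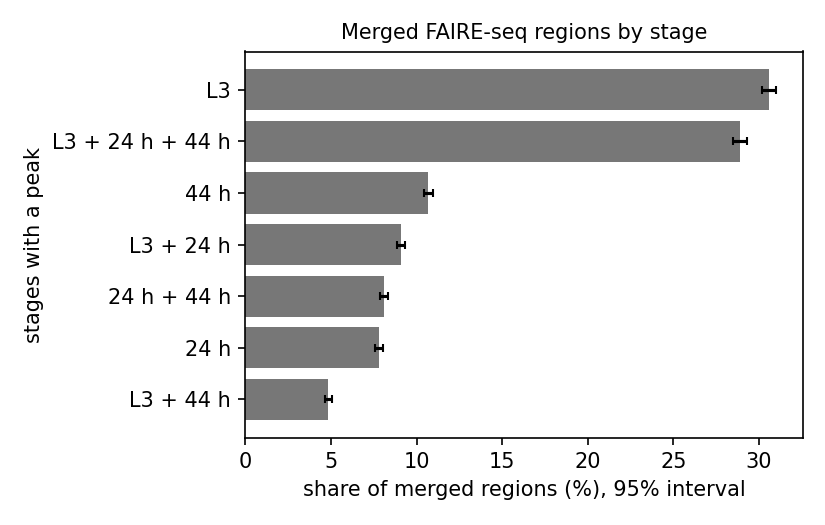
Share of the 51644 merged regions (x axis, %) with a FAIRE-seq peak at the stages named on the y axis; bars are shares and whiskers exact 95% binomial intervals. In the lists as deposited, regions at L3 only and regions at all stages are the most frequent classes. Of the peaks of 1 stage only, 1463 at L3, 1235 at 24 h and 2040 at 44 h had a −log10 q of at least 10.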

To automatically detect and measure heterochromatin foci parameters such as intensity and number for a large number of nuclei, we developed a custom MATLAB App (described in supplemental methods) that uses DAPI staining to mask individual nuclei followed by foci segmentation and measurement. We measured clustering of heterochromatin foci as a function of the integrated intensity for each focus (the sum of intensities for all pixels in a focus) [17, 31]. This automated approach allowed us to examine the distribution of heterochromatin foci at a single cell level, across hundreds to thousands of nuclei, sampled from multiple wings for each experiment in an unbiased manner. We found that heterochromatin clustering increased as the cell cycle slowed and stopped during L3 and pupal stages (Fig. 1B). We noted a dramatic increase in H3K9Me3 and HP1 staining at the L3 stage, which may reflect a developmentally controlled stage-specific increase in this modification/reader pair.

To distinguish whether an increase in heterochromatin clustering is due to the changes in the cell cycle, we turned to *Drosophila* cell culture. In *Drosophila* Kc cells, the overall cell doubling time is controlled by the negative and positive regulators of the G2/M transition Wee/Myt and Cyclin B, respectively [22]. We sped up the cell cycle by reducing Wee/Myt1 activity via RNAi or slowed the cell cycle using RNAi to *cyclin B*. Slowing the cell cycle increased the clustering and intensity of H3K27Me3 and H3K9Me3 compared to controls exposed to RNAi to GFP (Fig. 1C, D).

The increased clustering of heterochromatin could be due to chromatin condensation and compaction. To examine chromatin condensation, we performed fluorescent in situ hybridization (FISH) using probes against the internal transcribed spacer region between the 18S RNA and 28S rDNA loci, which are tandemly repeated on the X, and measured the total rDNA area before and after cell cycle exit in the wing [32, 33]. In proliferating L3 wings, the rDNA is extended. The rDNA becomes more compact as cells enter G0 at 24–28 h APF and condenses further as G0 is maintained at 42 h APF (Fig. 1E, F). The changes in the rDNA locus suggest chromatin condensation increases in prolonged G0. To verify that compaction is not specific to the rDNA locus on the X, we also performed FISH to the pericentromeric satellite repeat AACAC on chromosome II and measured the distance of the signal to the chromocenter (Fig. 1G, H). The distance of the pericentromeric heterochromatin to the chromocenter also decreased suggesting that heterochromatin condensation, coalescence and compaction occur throughout the nucleus after cell cycle exit.

An increase in chromatin clustering could be correlated with a global reduction in gene expression when cells become postmitotic [34]. To test whether global gene expression is reduced in postmitotic wings, we examined an RNAseq time course of gene expression from proliferating to postmitotic stages [22]. We found the global gene expression levels to be similar in proliferating and postmitotic tissues (Fig. 1I); however, since RNAseq reveals steady-state mRNA levels, changes in RNA Pol II could still occur. Transcriptional shutoff upon quiescence in yeast is associated with a repressive chromatin structure and reduced chromatin accessibility [34]. Therefore, we also compared the global changes in chromatin accessibility between proliferating and postmitotic wings through Formaldehyde-Assisted Identification of Regulatory Elements (FAIRE)-seq [35] (Fig. 1J). 

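FAIRE-seq recovers DNA that stays free of protein after formaldehyde crosslinking, so that reads pile up at open regulatory elements. Wild-type wings were assayed at the larval stage (L3), when cells proliferate, and at 24 h and 44 h after puparium formation, with 3 replicates at each stage. The authors deposited 1 list of peaks per stage, called after the replicates had been pooled, so the spread between replicates is not known and no test between stages was made. For each peak the lists give a pileup height at the summit, a fold enrichment over the local background, and a −log10 p and −log10 q, all of which are the authors' values. The lowest −log10 q in the authors' deposited table was 1.31 in each of the L3 and 24 h lists and 1.32 in the 44 h list, and the shortest peak was 125 bp long in each. The depth is not stated in the paper's text. It was recovered from the background level and the steps of the pileup, taking reads extended to 125 bp and a genome of 120 Mb, as 9.57 M reads at L3, 17.5 M reads at 24 h and 14.5 M reads at 44 h. The pileups at 24 h and 44 h were multiples of 0.579 and 0.697, as when the reads are scaled down to a smaller control. The background of 10.6 in both lists is the value given by the 10135847 reads of the genomic DNA control, which came from adult Oregon R females and had no reads sharing a position and strand.
The peaks and the control reads lie on different releases of the genome, neither of which is named in the paper's text. Control reads reached 28110227 on 3L and 25286766 on 2R, and genes of a Release 6 gene table fit within them, whereas the furthest peak of any list ended at 24530519 on 3L and 21140913 on 2R. Summits of the 24 h list fell on the ends of Release 6 genes most often after a shift of 4.11 Mb on 2R, 4.17 Mb on 3R, 0.106 Mb on X and 0.0068 Mb on 3L, and with no shift on 2L. At these shifts there were between 2.00 and 2.90 times as many pairs of summit and gene end as at nearby shifts. The local background behind the wild-type fold enrichments nevertheless followed the control reads at the same coordinate numbers. Across peaks whose background lay above the level common to the whole list, Spearman's rho was between 0.428 and 0.544 on 2R, 3L, 3R and X. At the shifted positions rho was between -0.0289 and 0.0752. On those arms the fold enrichment of such peaks was therefore taken against control reads of another position, in every list alike. On 3L that position was only 0.0068 Mb away, and on 2L the positions coincide. In the wild-type lists, between 28.8% and 33.5% of the peaks lay at the common level, so their fold enrichment does not rest on control reads of 1 locus. Coordinates are given as in the peak lists. No peak was assigned to a gene and no control reads were counted in peaks, since this would mix releases.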

Consistent with the global gene expression profile, we found no obvious changes in the average level of chromatin accessibility in cycling versus postmitotic tissue. This suggests that clustering of heterochromatin as cells exit the cell cycle does not cause global changes in genome accessibility or steady-state mRNA levels during differentiation and cell cycle exit.

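The L3 list held 39525 peaks, the 24 h list 29731 and the 44 h list 28684. Median fold enrichment over the background was 3.01 at L3, with quartiles of 2.46 and 4.62. At 24 h it was 3.88, with quartiles of 2.75 and 6.05, and at 44 h it was 4.07, with quartiles of 2.81 and 6.66. These are the distributions within each list. They are not on 1 scale, because the number of peaks called and the scaling of the reads differ between lists. The alternative that moved them most was a −log10 q of at least 10, which left 15640 peaks at L3, 17964 at 24 h and 17952 at 44 h, with medians of 5.49, 5.51 and 5.89. With the 28684 strongest peaks of each list, the medians were 3.56 at L3 and 3.99 at 24 h, and the 44 h list is unchanged by construction. On arm 2L, where peaks and control reads coincide, the medians were 2.99, 3.79 and 3.97. The average signal plotted in Fig. 1J comes from signal tracks, which were not analysed here.

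**Figure D2:**
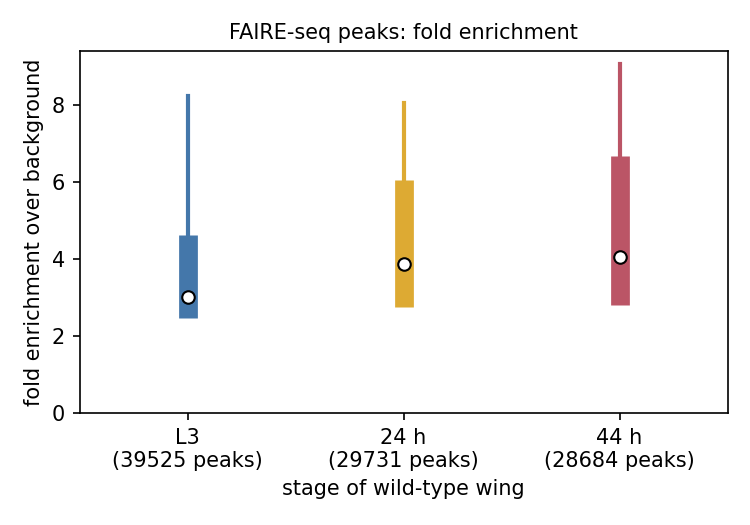
Fold enrichment over background (y axis) of the FAIRE-seq peaks of each wild-type stage (x axis), from 1 pooled list per stage. Circles are medians, thick bars run from the lower to the upper quartile and thin lines reach the 90th percentile, which was 8.24 at L3, 8.05 at 24 h and 9.06 at 44 h.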

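Merged FAIRE-seq peaks covered 12.4 Mb at L3, 10.5 Mb at 24 h and 9.87 Mb at 44 h, with median peak lengths of 236, 272 and 267 bp. With the same number of strongest peaks from each list, the covered length was 10.3 Mb at both L3 and 24 h. The furthest peak of any list was taken as the end of 2L, 3L and X. Peaks near centromeres were counted in the 1 Mb of each large arm nearest the centromere. That window held 786 L3 peaks, or 1.99% (exact 95% binomial interval 1.85% to 2.13%), 573 at 24 h, or 1.93% (1.77% to 2.09%), and 469 at 44 h, or 1.64% (1.49% to 1.79%). The L3 and 44 h intervals do not overlap, but they cover counting error only, with no replicate error. Most of these peaks lay on 3R, with 496 at L3, 364 at 24 h and 314 at 44 h. On X the numbers were 185, 118 and 87, on 2L 72, 52 and 34, on 3L 5, 4 and 4, and on 2R 28, 35 and 30. The 3R window was richer in peaks than its arm, which averaged 341 per Mb at L3, 260 at 24 h and 253 at 44 h. The share over all arms is therefore not a measure of heterochromatin. On chromosome 4 there were 87 peaks at L3, or 0.220% (0.176% to 0.271%), 113 at 24 h, or 0.380% (0.313% to 0.457%), and 79 at 44 h, or 0.275% (0.218% to 0.343%). The intervals of L3 and 24 h do not overlap in the full lists, but they do at equal list sizes, with 0.261% (0.206% to 0.328%) and 0.383% (0.315% to 0.462%), and at a −log10 q of at least 10, with 0.288% (0.210% to 0.385%) and 0.395% (0.309% to 0.498%). The lists cover 6 chromosomes, the same as the control reads, and hold no peak on a separate heterochromatic scaffold. Whether open DNA lies on such scaffolds can therefore not be told. From the similar average accessibility and steady-state mRNA, the paper proposes that heterochromatin clustering at cell cycle exit leaves global accessibility unchanged.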

### Compromising heterochromatin-dependent gene silencing does not disrupt cell cycle exit

We have shown that heterochromatin clustering increases with entry into G0. Heterochromatin clustering is associated with increased target gene silencing [31] and has been suggested to repress cell cycle gene expression to facilitate cell cycle exit in mammalian muscle and neurons [36–38]. To test whether heterochromatin-dependent gene silencing promotes cell cycle exit in Drosophila wings, we compromised the H3K27me3 methyltransferase *E*(*z*) and/or the H3K9Me3 binding protein HP1. As *E*(*z*) and HP1 perform many functions during development, we turned to an inducible system with RNAi to alter gene function after embryogenesis. We used the *engrailed*-Gal4 driver with a temperature sensitive Gal80 (*en*-Gal4/Gal80^TS^) to turn on UAS-driven expression of dsRNAs to *E*(*z*) and *HP1* in the posterior wing from the early L1 and L3 stages, respectively. We then dissected wings at 24–28 h APF and stained for the mitotic marker phosphorylated phospho-Ser-10 histone H3 (PH3) to determine whether cells in the posterior wing delayed or bypassed cell cycle exit. We saw no effect of *E*(*z*) or *HP1* reduction on cell cycle exit despite a clear loss of H3K27Me3 and HP1 in the posterior wing (Fig. 2A–C). We further confirmed that our knockdowns effectively compromised heterochromatin-dependent gene silencing in the wing, by examining de-repression of the Polycomb target Ultrabithorax (UBX) and the HP1-silenced Y10C GFP reporter (Fig. 2B, D). Recent work has suggested Polycomb (Pc) can repress certain targets independent of *E*(*z*) [29]. We therefore also directly inhibited *Pc* by RNAi, but observed no effect on cell cycle exit despite de-repression of UBX in the wing (Additional file 1: Fig. S2).

**Fig. 2:**
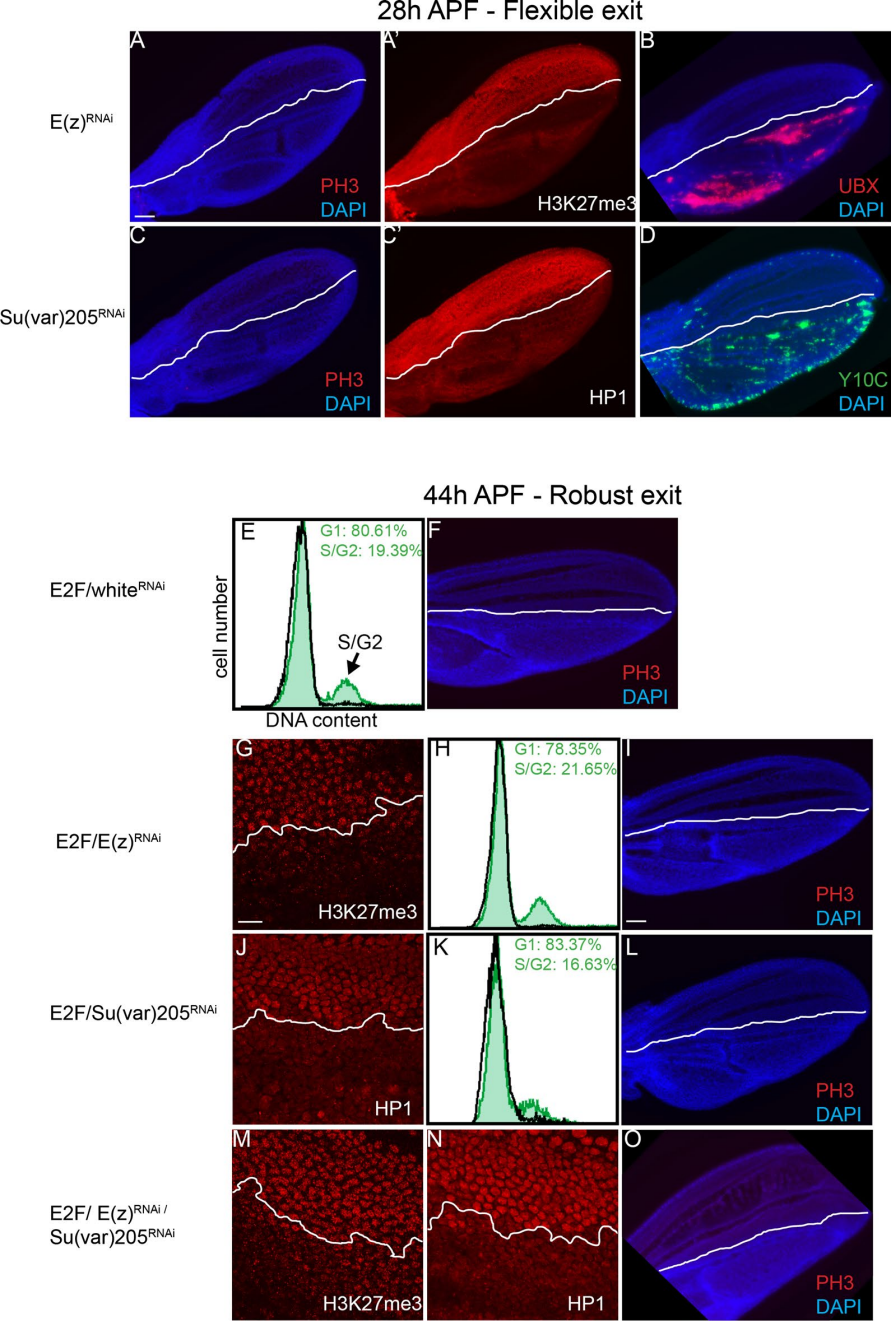
Heterochromatin-dependent gene silencing is not required for cell cycle exit. **A, B** RNAi to *E*(*z*) was expressed in the posterior wing from the L3 stage until the indicated time points in metamorphosis. Postmitotic wings at 26–28 h were examined for mitoses as indicated by phospho-Ser10-histone H3, PH3 (**A**), H3K27me3 (**A′**) and de-repression of Ubx (**B**). **C** RNAi to *Su*(*var*)*205* (the gene encoding HP1) was overexpressed in the posterior wing, and postmitotic tissues were immunostained for PH3 and HP1 (**C**′). These conditions led to loss of HP1 and disrupted heterochromatin-mediated silencing of the Y10C reporter (**D**). Control RNAi (to the *white* gene), *E*(*z*) and/or *Su*(*var*)*205* was expressed in the posterior wing in combination with E2F from the start of metamorphosis. Postmitotic wings at 42–44 h were dissected and examined for H3K27me3 (**G**, **M**), HP1 (**J**, **N**) and PH3 (**F**, **I**, **L**, **O**). **E**, **H**, **K** Flow cytometry was also performed to measure cells that enter S and G2 phases. Green trace indicates cells from the posterior wing expressing the indicated transgenes. Black trace: control non-expressing anterior wing cells. Reduced heterochromatin gene silencing does not compromise G0 even in the presence of high E2F activity. Scale bars = 50 μm **A**–**D**, **F**, **I**, **L** and **O**; 10 μm **G**, **J**, **M** and **N**

Compromising heterochromatin-dependent gene silencing does not disrupt or delay cell cycle exit on its own, but we wondered whether it may sensitize cells to other perturbations that compromise cell cycle exit. We have previously shown that activation of various cell cycle regulators, including the cell cycle transcription factor complex E2F/DP (hereafter referred to as E2F), can cause 1–2 extra cell cycles in the pupa wing between 24 and 36 h APF followed by a delayed entry into G0 at 36 APF (Additional file 2: Fig. S3). We refer to the 24–36 h APF period as flexible cell cycle exit or “flexible G0” which is followed by a more difficult to disrupt “robust G0” after 36 h. We co-expressed E2F with RNAi to *E*(*z*) and/or HP1 to examine whether loss of heterochromatin-dependent gene silencing can further delay cell cycle exit in the presence of high E2F activity. However, inhibition of *E*(*z*), *HP1* or *E*(*z*) + *HP1* together did not further compromise cell cycle exit in the presence of high E2F activity (Fig. 2G–O). Altogether our results demonstrate that compromising heterochromatin-dependent gene silencing does not disrupt cell cycle exit in the *Drosophila* wing.

### Delaying cell cycle exit disrupts heterochromatin clustering and chromosome compaction

Constitutive and facultative heterochromatin clusters in postmitotic wings. To examine whether compromising cell cycle exit affects clustering, we used the system described above to express E2F in the posterior pupal wing to drive 1–2 extra cell cycles and delay exit from 24 to 36 h APF. We immunostained for the heterochromatin-associated histone modifications H3K27me3, H3K9me3 and H4K20me3 at 26–28 h APF, a time point when E2F induces abundant mitoses in the posterior wing (Additional file 2: Fig. S3). We compared the clustering of the chromatin marks in the unperturbed anterior to the posterior wing. When cell cycle exit is delayed, all three modifications appear more diffuse throughout the nucleus and heterochromatin clustering is disrupted (Fig. 3A–M). To determine whether E2F altered the total abundance of the modified histones, we performed semiquantitative western blots on 28-h pupal wings. With E2F expression, total levels of H3 were increased, consistent with additional S-phases leading to replication-coupled canonical histone production [39, 40]. However, the ratio of modified H3 to total H3 was relatively unchanged or even slightly increased when cell cycle exit was delayed (Additional file 3: Fig. S1). This may be because E2F activity also increases the expression of several PRC2 components (*E*(*z*), *esc, Su*(*z*)12) and *Su*(*var*)3-9) as well as several other histone modifying enzymes (Additional file 4: Table S1), a feature conserved with mammalian E2Fs [41]. Thus, delaying cell cycle exit increases new histone production, but the histone modification rate is maintained by a coordinated increase in the expression of the modifying enzymes.

**Fig. 3:**
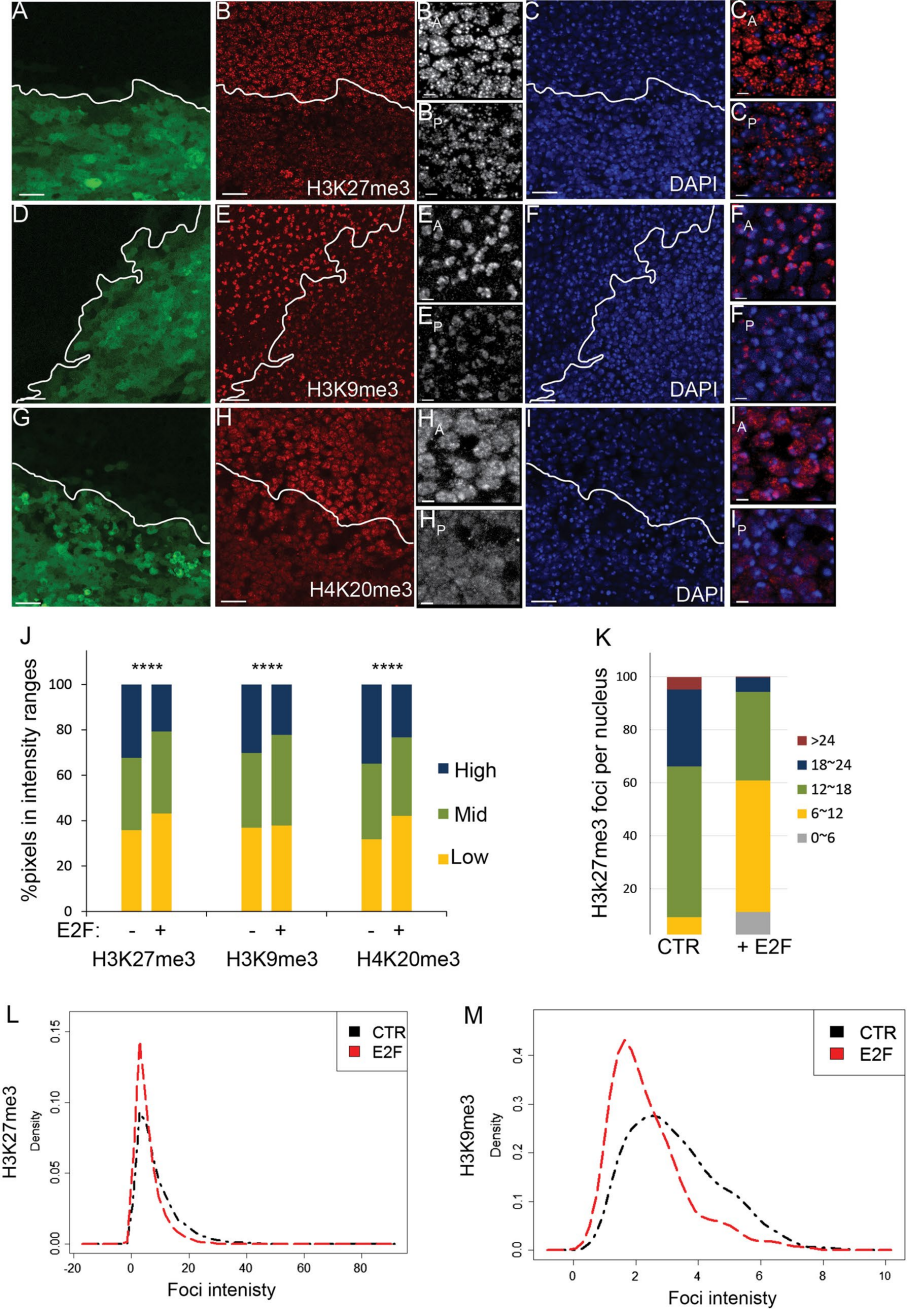
Heterochromatin clustering is disrupted when G0 is compromised. E2F was co-expressed with GFP in the posterior wing (boundary indicated by a white line) from the start of metamorphosis (0 h APF) to delay cell cycle exit. At 26–28 h wings were dissected and immunostained for the indicated chromatin modifications and DAPI to label nuclei (**A**–**I**). **J**–**M** Fluorescence signal were measured for 485–848 nuclei for each chromatin modification. The distribution of overall fluorescence intensity (**J**), foci number per nucleus section (**K**) and individual focus intensity (**L**, **M**) all indicate that delaying cell cycle exit disrupts heterochromatin clustering in wing cell nuclei. Scale bars = 10 μm in **A**–**I** except for anterior (A) and posterior (P) zoomed images where the bar = 2 μm (e.g., B_A_, B_P_). *P* values were determined by an unpaired *t* test. *< 0.05; **< 0.01; ***< 0.001; ****< 0.0001

### Delaying cell cycle exit disrupts the localization of heterochromatin-associated proteins

To determine whether delaying cell cycle exit also affected the localization of proteins associated with heterochromatin, we examined HP1, D1 and Polycomb using a Pc-GFP fusion protein [17]. We observed a more diffuse localization and a reduction in the clustering of these heterochromatin-associated proteins when cell cycle exit was compromised (Fig. 4A–M). This was also accompanied by a reduction in heterochromatin condensation, as assessed by the distance of the AACAC satellite to the chromocenter (Fig. 4N).

**Fig. 4:**
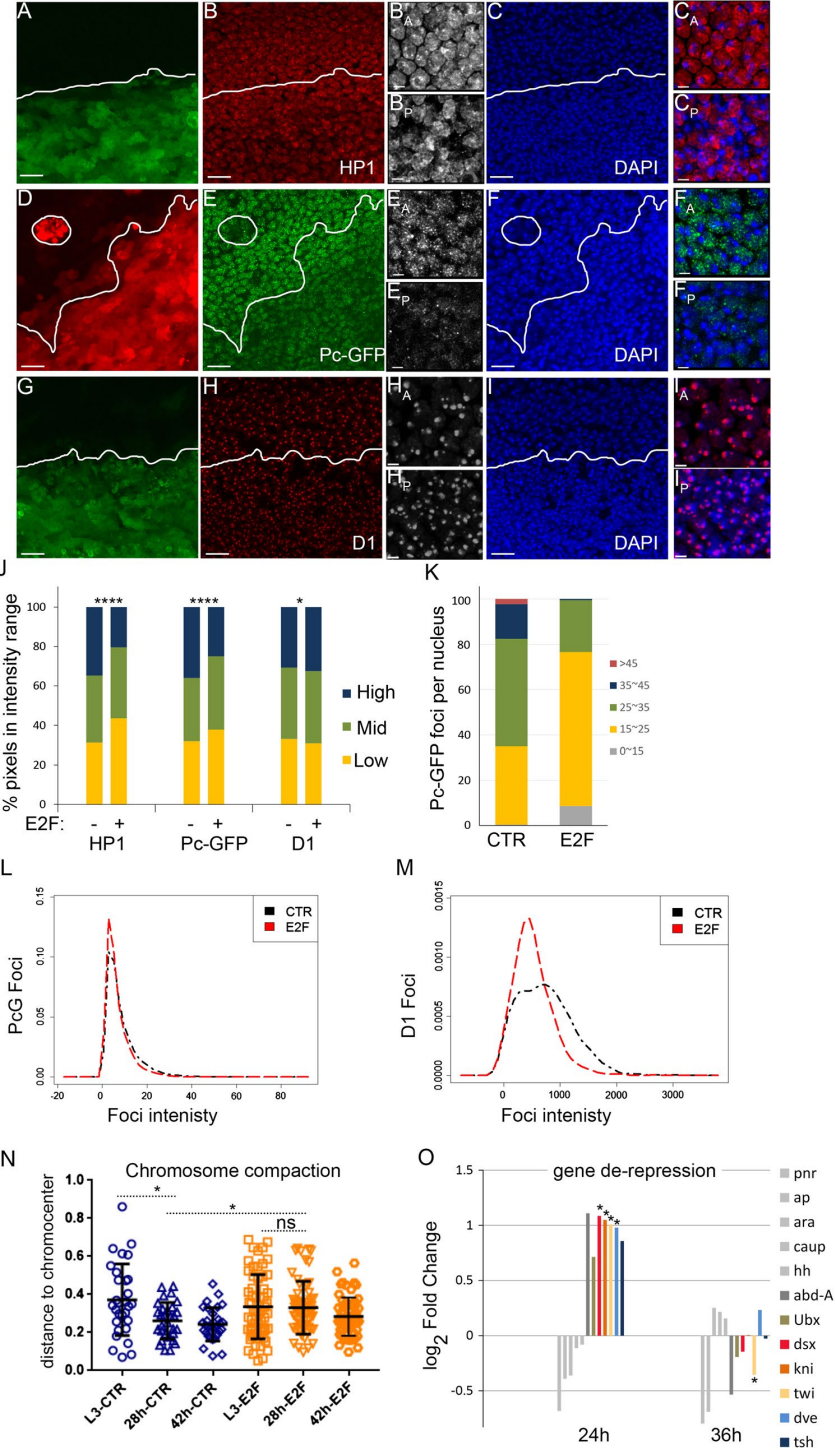
Compromising G0 disrupts D1, HP1 and Polycomb body clustering and leads to partial de-repression of select PcG targets. E2F was co-expressed with GFP or RFP in the posterior wing to delay cell cycle exit. At 26–28 h wings were dissected and immunostained for the indicated heterochromatin binding proteins and DAPI to label nuclei (**A**–**I**). **J** Overall fluorescence intensities were measured for 319–1270 nuclei for each chromatin modification. The distribution of individual focus intensity (**L**, **M**), foci number per nucleus section (**K**) all indicate that delaying cell cycle exit disrupts heterochromatin clustering and formation of large Polycomb bodies in wing cell nuclei. **N** Chromosome compaction was measured using the distance of the AACAC repeats to the chromocenter. When cell cycle exit is delayed, chromosome compaction is also compromised. For **J**, **N**, *P* values were determined by an unpaired *t* test. *< 0.05; **< 0.01; ***< 0.001; ****< 0.0001. **O** Microarray analysis revealed specific PcG target genes that become temporarily de-repressed in wings expressing E2F at 24 h when cell cycle exit is delayed. *P* values were determined by ANOVA *< 0.05. Scale bars = 10 μm in **A–I** except for anterior (A) and posterior (P) zoomed images where the bar = 2 μm (e.g., B_A_, B_P_)

The accumulation of PRC1 components such as Pc into large foci or Pc bodies is important for target gene repression [17, 31]. Since E2F expression disrupts Pc clustering we examined whether increased E2F activity can disrupt the repression of Pc target genes [42–44]. We selected 12 high-confidence Pc target genes predicted not to be direct E2F targets based upon published genome-wide E2F complex binding in *Drosophila* [45]. We examined their expression upon E2F activation in pupal wings at 24 and 36 h APF using our previously published array data [46]. We found four Pc targets, *dsx*, *kni*, *twi* and *dve* to be reproducibly de-repressed 1.97–2.12-fold specifically at 24 h APF, during the window of time that cell cycle exit is delayed. This suggests that delaying cell cycle exit can partially compromise Pc-dependent gene silencing. E2F activity similarly impacts heterochromatin-dependent gene silencing at the pericentromeric heterochromatin, with the loss of *e2f1* increasing gene silencing by position effect variegation and an increase in E2F activity de-repressing variegated gene expression [47].

In our experiments to delay cell cycle exit, E2F is overexpressed for 28 h, which includes the final 1–2 normal cell cycles in the pupa wing as well as 1–2 extra cell cycles based upon lineage tracing [18, 46]. We therefore asked whether expression of E2F within only the final cell cycle during terminal differentiation is adequate to disrupt heterochromatin clustering. We used temperature shifts to limit the expression of E2F to a 12 h window within the final cell cycle in the pupa and observed a similar disruption of heterochromatin clustering (Additional file 5: Fig. S4). We also observed similar effects on heterochromatin clustering when cell cycle exit was delayed by expression of other cell cycle regulators such as CycE/Cdk2 or CycD/Cdk4 (Additional file 6: Fig. S5). This demonstrates that heterochromatin clustering in differentiating cells can be disrupted by a single extra cell cycle and that this effect is not specific to E2F overexpression.

### Histone modifications associated with de-condensation are upregulated upon G0 disruption

Compromising G0 leads to the disruption of heterochromatin clustering and chromatin condensation (Fig. 4). H3K27ac and H4K16ac are associated with open chromatin such as active enhancers and origins [48–51], and H4K16ac can suppress the formation of higher-order chromatin structure [52]. We therefore examined whether these histone modifications were affected by delaying cell cycle exit with E2F overexpression. Indeed, during the delay of cell cycle exit, we observed dramatic increase in the levels of these two histone marks throughout the nucleus (Fig. 5A–D). However, other histone modifications associated with active chromatin were not affected, such as H3K4me3, pan H3 and H4 acetylation (Fig. 5E–J). Thus, an increase of H3K27ac and H4K16ac could contribute to the compromised chromatin condensation and disruption of heterochromatin clustering observed when cell cycle exit is delayed.

**Fig. 5:**
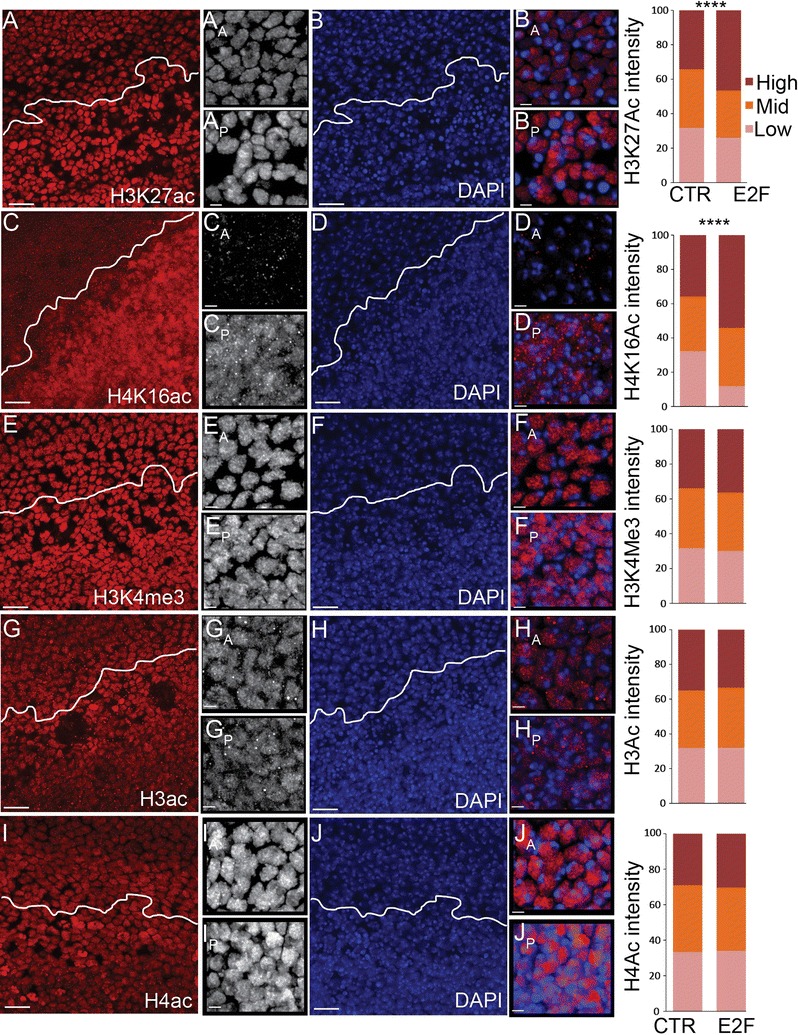
Specific histone modifications associated with gene activation are increased when flexible G0 is compromised. E2F was expressed in the posterior wing to delay cell cycle exit. At 26–28 h wings were dissected and immunostained for the indicated histone modifications and DAPI to label nuclei (**A**–**J**). The anterior–posterior boundary is indicated by a white line. The distribution of staining intensity in 217–1312 nuclei, binned into three ranges, is shown at right. Compromising flexible G0 specifically increases H3K27ac and H4K16ac. *P* values were determined by an unpaired *t* test; ****< 0.0001. Scale bars = 10 μm in **A**–**J** except for anterior (A) and posterior (P) zoomed images where the bar = 2 μm (e.g., B_A_, B_P_)

### Heterochromatin clustering is restored when cells enter a robust G0 state

Delaying cell cycle exit disrupts heterochromatin clustering; however, this is reversible. When we examined wings at 42–46 h, a time point when cells enter a robust G0 state refractory to E2F activation, heterochromatin clustering is either partially or completely restored (Fig. 6). Interestingly, levels of H3K27me3 and HP1 became higher in robust G0 after cell cycle exit is delayed (Fig. 6A, D). This could be due to the E2F-dependent upregulation of *E*(*z*) and *Su*(*var*)3-9, which may indicate an expansion of heterochromatin in differentiating cells that enter a robust G0. Consistent with this idea we also observe an increase in the H2A variant H2Av in E2F-expressing cells in robust G0 (Fig. 6F) and an upregulation of several components of the NuA4 complex responsible for incorporation of H2Av (Additional file 4: Table S1). Heterochromatin expansion is associated with senescence, suggesting delaying cell cycle exit with E2F overexpression could induce oncogenic stress or senescence-like features [53, 54]. Consistent with this, ectopic E2F in the wing induced multiple genes associated with senescence in mammals during robust G0 (Additional file 7: Table S2) and led to a widespread increase in phosphorylated H2Av, a hallmark of E2F-induced replication stress and DNA damage in *Drosophila* (Fig. 6E) [55].

**Fig. 6:**
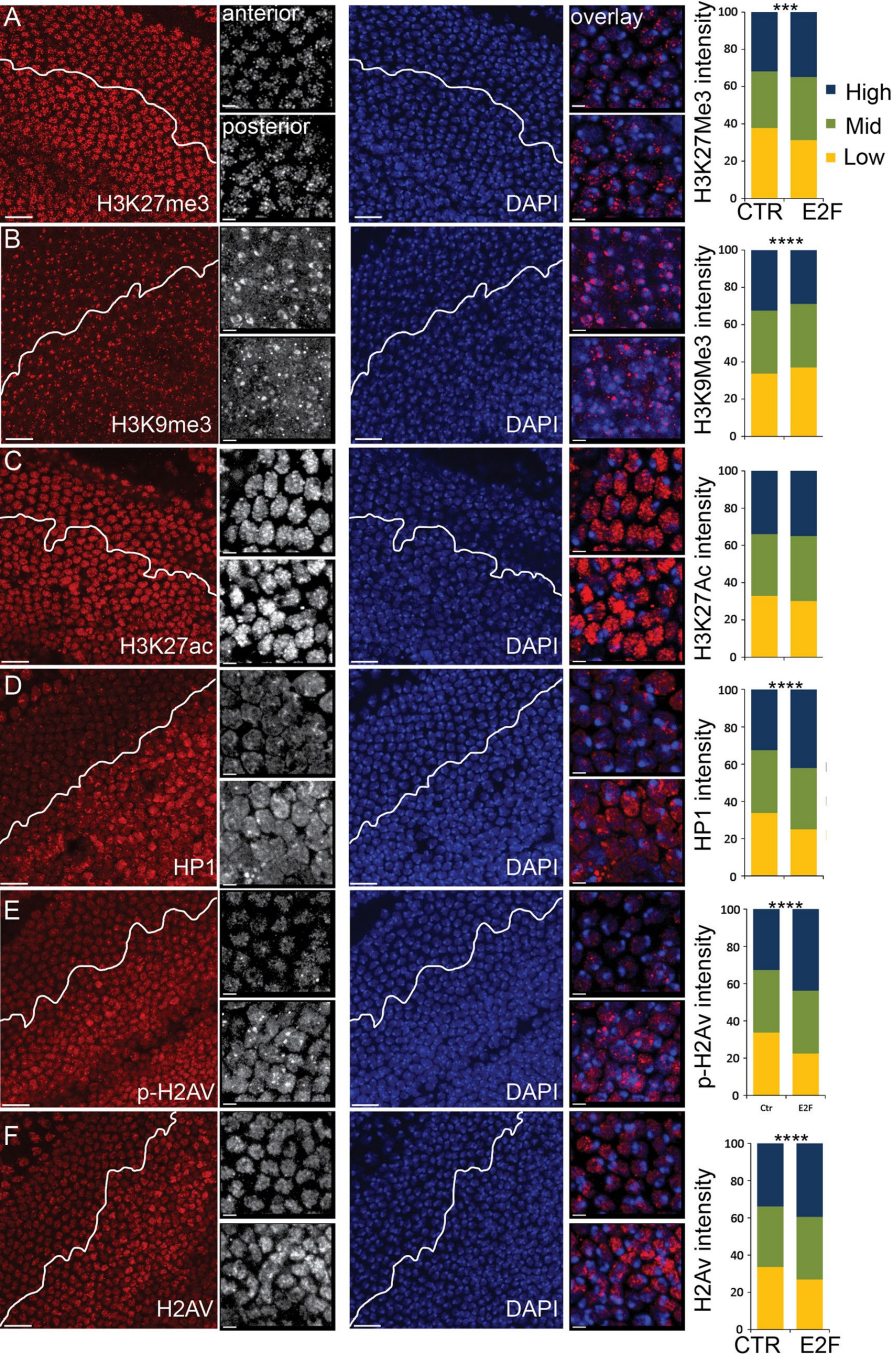
Robust G0 restores heterochromatin clustering and shares features with senescence. E2F was expressed in the posterior wing to delay cell cycle exit. At 42–44 h, when cells are in robust G0, wings were dissected and immunostained for the indicated histone modifications or chromatin binding proteins and DAPI to label nuclei (**A**–**F**). The distribution of staining intensity in 509–1185 nuclei, binned into three ranges, is shown at right. Robust G0 in the presence of high E2F increases H3K27Me3, HP1 and pH2Av, chromatin marks associated with senescence. *P* values were determined by an unpaired *t* test; ****< 0.0001; ***< 0.001. Scale bars = 10 μm in **A**–**F** except for anterior (A) and posterior (P) zoomed images where the bar = 2 μm (e.g., B_A_, B_P_)

### Heterochromatin clustering during terminal differentiation is a consequence of cell cycle exit, rather than differentiation

Heterochromatin clustering becomes restored at the robust G0 phase in the wing as terminal differentiation proceeds. But whether differentiation or cell cycle arrest restores the heterochromatin clustering remains unclear. We previously demonstrated that the robust G0 state in the wing can be bypassed by co-expression of E2F + CycD/Cdk4 [18]. Under these conditions cells in the wing continue cycling past 48 h APF, yet physical hallmarks of wing terminal differentiation such as cuticle secretion and wing hair formation proceed after 36 h and adult wings form. This condition effectively uncouples cell cycle exit from terminal differentiation in the wing, with actively dividing cells forming actin-rich wing hairs and developing adult cuticle (Fig. 7A–E). We took advantage of this dividing-yet-differentiated context to ask whether heterochromatin clustering requires cell cycle exit. We immunostained 42 h wings expressing E2F + CycD/Cdk4 for H3K27Me3, H3K9Me3 and HP1 and found that clustering of facultative and constitutive heterochromatin was dramatically disrupted. We quantified facultative heterochromatin foci and found H3K27Me3 forming fewer, smaller and less intense foci (Fig. 7F–K). By contrast, HP1 levels became extremely high, with a diffuse localization throughout the nucleus (Fig. 7H, J), similar to the effects of E2F on HP1 at robust G0 (Fig. 6). These results demonstrate that heterochromatin clustering is a consequence of cell cycle exit rather than terminal differentiation. In addition, terminal differentiation can proceed despite a visibly significant disruption of heterochromatin organization.

**Fig. 7:**
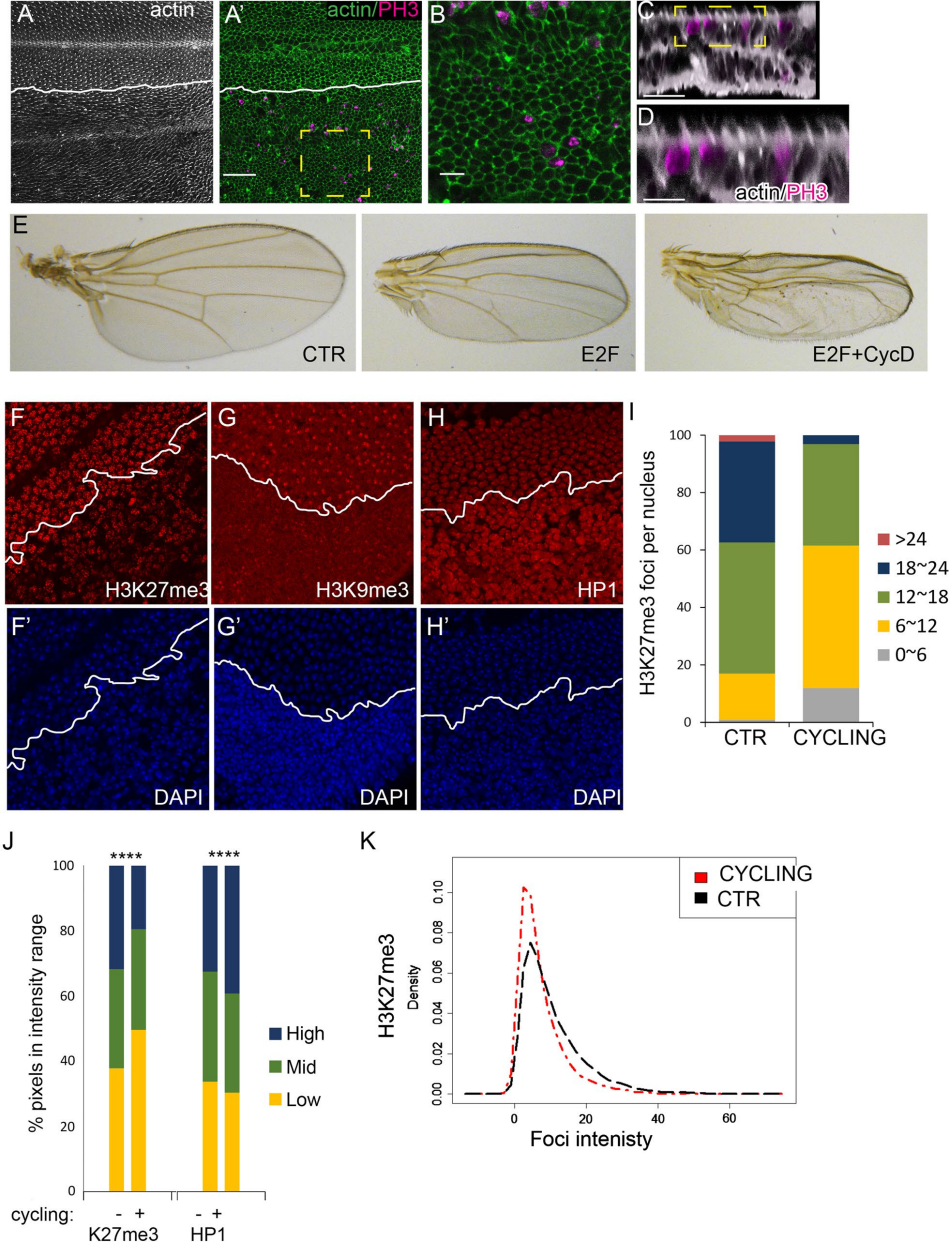
Heterochromatin clustering during terminal differentiation is a consequence of cell cycle exit. CycD, Cdk4 and E2F were co-expressed in the posterior wing to bypass robust cell cycle exit without preventing terminal differentiation. The anterior–posterior boundary is indicated by a white line. (**A**–**D**) Pupal wings at 42–44 h were dissected stained for actin and PH3 to label mitoses. Mitoses are evident in cells generating wings hairs, a hallmark of wing terminal differentiation (**E**) and the wings generate intact adult wing cuticle. **C**, **D** show optical cross sections (*x*/*z*) of wings reveal PH3 and actin-rich hairs in the same section. **F**–**K** CycD, Cdk4 and E2F expression in the posterior wing prevents G0 entry and disrupts proper localization of heterochromatin-associated histone modifications and HP1. **J** The distribution of staining intensity in 474–1191 nuclei, binned into three ranges is shown. The reduced foci number (**I**) and intensity (**K**) indicate compromised clustering of H3K27me3 containing chromatin when entry into G0 is prevented. *P* values were determined by an unpaired *t* test; ****< 0.0001. Scale bars = 10 μm in **A**, 5 μm in **B** and 2.5 μm in **D**

## Discussion

### The relationship between heterochromatin clustering and differentiation

A number of studies have documented increased clustering and condensation of heterochromatin as cells differentiate [reviewed in 56]. In this study we reveal a substantial effect of the cell cycling status on heterochromatin clustering independent of differentiation. Heterochromatin clustering increases as the cell cycle slows and cells exit the cell cycle. By delaying or bypassing cell cycle exit in terminally differentiating cells, we show that the highly clustered state of heterochromatin in postmitotic cells is a consequence of cell cycle exit rather than the process of terminal differentiation. Importantly, we show that differentiation still proceeds even when cell cycle exit is prevented and heterochromatin clustering is severely disrupted (Fig. 7). We suggest this is because disrupting heterochromatin clustering has only limited effects on the expression of specific heterochromatin-repressed genes in the context of the *Drosophila* wing (Fig. 4) and minimal effects on the terminal differentiation gene expression program. Indeed, we show that cell cycle exit can proceed normally in the *Drosophila* wing even when heterochromatin-dependent gene silencing is directly compromised (Fig. 2). Altogether this demonstrates that the increased heterochromatin clustering observed during differentiation is a consequence rather than a cause of cell cycle exit and raises questions regarding the function of increasing very long-range heterochromatin interactions and heterochromatin clustering in differentiation.

### What is the function of heterochromatin clustering?

When we delay or bypass cell cycle exit, we visibly disrupt heterochromatin clustering. We find that this leads to very mild effects on the expression of only a small number of Polycomb target genes (Fig. 4), and we did not find significant de-repression of genes that are located in or near constitutive heterochromatin [57] (not shown). Our result is consistent with recent work showing that compromising some types of PcG clustering seems to have limited and selective effects on Polycomb target gene silencing [31]. However, the minimal effect of disrupting cell cycle exit on heterochromatin-dependent gene silencing is somewhat unexpected as the E2F1 gene was one of the early identified modifiers of position effect variegation (PEV), which is thought to be due to heterochromatin-dependent gene silencing through association with constitutive heterochromatin [47, 58, 59]. This suggests either the PEV assay is highly sensitive to even mild or selective changes in heterochromatin-dependent gene silencing or that this assay reads out changes in the chromatin state that are different from the silencing of the endogenous genes we examined. Indeed, there are additional possible functions for heterochromatin clustering beyond heterochromatin-dependent gene silencing. For example, heterochromatin clustering could facilitate DNA damage repair in postmitotic cells, which downregulate many DNA repair genes when they exit the cell cycle and become more reliant on error prone NHEJ [reviewed in 60]. Sequestration of heterochromatin may prevent inappropriate interactions and fusions. It has also been proposed that sequestration of heterochromatin could lead to an increased efficiency of gene activation for very highly expressed genes by reducing the availability of possible binding sites for specific transcription factors [56] or could facilitate the formation of transcription factories [61].

A number of other studies also describe changes in the abundance of specific chromatin modifications associated with entry into or exit from G0. For example, H3K9Me3 and H3K27Me3 accumulate in postmitotic, differentiated cardiac muscle [37], while H4K16Ac and H3K27Ac increase in activated B cells exiting G0 [62]. While our data from the *Drosophila* wing suggest clustering of H3K9Me3 and H3K27Me3 domains during cell cycle exit rather than obvious changes in total levels, we do observe a strong upregulation of H4K16 acetylation when G0 is delayed by E2F activation, a situation similar to cell cycle reentry from G0. We also observe a decrease in H4K20Me3 when G0 is compromised, similar to what has been reported for quiescent human fibroblasts [63]. While H4K16Ac was not specifically measured in the fibroblast study, H4K20 methylation and H4K16 acetylation are antagonistic marks [64] and H4K16 acetylation can de-compact nucleosomes in vitro, although whether this also occurs in vivo has been questioned [52, 65]. We suggest some aspects of chromatin remodeling, such as compaction and coalescence of heterochromatin (which may be tied to H4K16/20 dynamics) are shared among different contexts of cell cycle exit/reentry, while other chromatin changes associated with G0 entry/exit may be more cell-type specific.

### Why does delaying or bypassing cell cycle exit disrupt heterochromatin clustering in interphase?

Our experiments effectively separate cell cycle exit from terminal differentiation to reveal that heterochromatin clustering is a consequence of cell cycle exit. Furthermore, heterochromatin clustering can be disrupted within a single cell cycle (Additional file 5: Fig. S4), suggesting progression through one round of S or M-phase is sufficient to disrupt heterochromatin clustering and long-range interactions. The effects we observe are not due to the dilution of chromatin marks by incorporation of new histones in S-phase, since we do not see changes in all histone marks (e.g., H3K4 methylation) or reduced global levels of histone marks in proliferating versus postmitotic cells (Additional file 3: Fig. S1). Indeed, when global levels of chromatin marks in actively proliferating fibroblasts were quantified and compared to fibroblasts held in G0 under contact inhibition for 14d, the majority of histone modifications did not exhibit significantly different levels [63]. This is likely because the levels of many histone modifiers are upregulated by positive cell cycle regulators through E2F transcriptional activity (Additional file 4: Table S1) which effectively coordinates increased histone modification with increased production and incorporation in S-phase.

Overexpression of E2F could have effects on chromatin modifications and condensation through sequestration or indirect inhibition of RB-family proteins via increased Cyclin/Cdk expression. RB associates with chromatin modifying complexes that promote facultative and constitutive heterochromatin formation [66–68]. RB also impacts chromosome condensation and cohesin levels at pericentromeric heterochromatin [69–71]. However, in our experiments during robust exit, E2F levels and transcriptional targets remain high while heterochromatin clustering and chromatin marks are restored (Fig. 6). This suggests that even if RB is inhibited by overexpression of E2F, the eventual entry into robust G0 somehow restores heterochromatin organization and chromatin modifications independent of RB.

During mitosis most transcription factors and chromatin modifiers are ejected from chromatin and higher-order architecture is lost [7]. This together with mitotic spindle assembly leads to the loss of long-range interactions and interchromosomal associations. These interactions are then restored, even in the presence of high E2F activity once cells engage additional mechanisms to exit the cell cycle during the robust G0 phase [46]. Our findings are in agreement with previous studies showing that the motion of heterochromatin domains and Polycomb bodies become more constrained as the cell cycle slows and cells exit the cell cycle [16, 17]. We suggest that constrained motion combined with increased self-association or polymerization likely leads to the coalescence of heterochromatin after cell cycle exit.

Coalescence of heterochromatin can be driven by heterochromatin-bound proteins that self-associate such as HP1. HP1 has recently been shown to undergo phase separation to form liquid droplets that fuse when interphase becomes longer during *Drosophila* embryogenesis [72]. These droplets have been suggested to form diffusion barriers to limit heterochromatin access to factors involved in transcription such as TFIIB [73]. As the droplets fuse and mature during longer interphases, an immobile HP1 fraction forms. In our experiments to bypass cell cycle exit, we may limit the coalescence and maturation of HP1 droplets without preventing HP1 binding to H3K9me3. This could explain why dramatic effects on HP1 clustering may have minimal effects on gene de-repression. Alternatively, the role for HP1 clustering after cell cycle exit may largely affect silencing of transposons and piRNA clusters, an intriguing possibility to be addressed in future studies [74].

## Conclusions

Heterochromatin clusters as cell exit the cell cycle and terminally differentiate. Delaying or preventing cell cycle exit disrupts heterochromatin clustering and globally alters chromatin modifications. Heterochromatin clustering during terminal differentiation is a consequence of cell cycle exit, rather than differentiation. Compromising heterochromatin-dependent gene silencing does not disrupt cell cycle exit.

## Additional files

**Additional file 1: Figure S2.** Compromising PRC1 does not delay cell cycle exit. RNAi to *Pc* or *white* (as a control) was expressed in the posterior wing from the L3 stage and postmitotic wings at 26–28 h were examined for mitoses as indicated by PH3 and effective knockdown of PRC1 function by de-repression of the PRC1 target gene Ubx. Flow cytometry was also performed to measure cells that enter S and G2 phases. Green trace indicates cells from the posterior wing expressing the indicated transgenes. Black trace: control non-expressing anterior wing cells. Compromising PRC1 activity does not delay cell cycle exit. Scale bars = 100 μm.

**Additional file 2: Figure S3.** Two stages of G0 in differentiating wings. E2F was expressed in the posterior wing to delay cell cycle exit. 28 h and 42 h APF pupal tissues were dissected and immunostained for PH3 (to label mitoses) and E2F1. The anterior/posterior boundary is specified by the white line. Overexpression of E2F delays entry into G0 until 36 h. At 42 h cells expressing high E2F1 are postmitotic (in robust G0). CycD/Cdk4 + E2F expression in the posterior wing is able to bypass the robust G0 to promote continued cycling, as shown by abundant mitoses (PH3) at 42 h. Bar = 50 μm.

**Additional file 3: Figure S1.** Global levels of histone modifications do not dramatically change at cell cycle exit. (A-D) Quantitative western blots were performed on wings of the indicated stages to assess the levels of modified or total histone H3 or HP1. Control (Ctrl) and E2F samples are from 28 h postmitotic wings overexpressing GFP or E2F respectively. Total H3K9Me3, H3K27Me3, and HP1 levels do not dramatically change with cell cycle exit, however they increase with E2F expression. Modifications associated with active chromatin, H3K4Me3 and H3K27Ac also do not dramatically change with cell cycle exit, but increase upon E2F expression.

**Additional file 4: Table S1.** Chromatin modifiers/organizers/remodelers that are upregulated upon E2F1/DP expression in pupal wings.

**Additional file 5: Figure S4.** Clustering of heterochromatin can be disrupted within one cell cycle. E2F was overexpressed in the posterior wing from 10 h APF. 12 h later (within approximately one cell cycle) tissues were immunostained for indicated histone modifications. The posterior region is labeled by the expression of GFP and the anterior/posterior boundary is specified by the white line. The distribution of staining intensity in 1112–1339 nuclei, binned into three ranges, is shown at bottom. E2F disrupts heterochromatin clustering within one cell cycle. *P* values were determined by an unpaired *t* test; ****< 0.0001.

**Additional file 6: Figure S5.** Delaying cell cycle exit disrupts heterochromatin. (A) CycE/Cdk2 or CycD/Cdk4 complexes were overexpressed in the posterior wing from 0 h APF. The anterior/posterior boundary is indicated by the white line. At 28 h (flexible G0) or 42 h APF (robust G0) pupal tissues were dissected and immunostained for the indicated histone modifications. (B) The distribution of staining intensity from 492 to 976 nuclei, binned into three ranges, is shown. Wings expressing E2F or CycD/Cdk4 to delay cell cycle exit were stained for mitoses (PH3) and the mitotic index at 27 h was quantified for the posterior compartment (C-D). The degree of heterochromatin disruption correlates with the number of cells cycling. *P*-values were determined by an unpaired *t* test; ****P value < 0.0001.

**Additional file 7: Table S2.** Genes associated with senescence that are upregulated during robust G0 in the presence of ectopic E2F1/DP.

## Abbreviations

G0: gap zero, exit from the cell cycle
G1: first gap phase of the cell cycle
S-phase: DNA synthesis phase
rDNA: ribosomal DNA
ITS: internal transcribed spacer
FISH: fluorescent in situ hybridization
L2: second larval instar
L3: third larval instar
h APF: hours after puparium formation
CDT: cell doubling time
DAPI: 4′,6-diamidino-2-phenylindole
HP1: heterochromatin protein 1
H3K9: histone H3 lysine 9
H3K4: histone H3 lysine 4
H3K27: histone H3 lysine 27
H4K20: histone H4 lysine 20
H4K16: histone H4 lysine 16
H2Av: histone H2A variant
Me3: trimethylation
Ac: acetylation
PcG: Polycomb group
Pc: Polycomb
PRC1, PRC2: Polycomb repressive complexes 1 and 2
RNAi: RNA interference
RNAseq: high-throughput sequencing of cDNA libraries made from mRNA
FAIREseq: formaldehyde-assisted identification of regulatory elements with high-throughput sequencing
Gal80TS: temperature-sensitive Gal80
*E*(*z*): enhancer of zeste
Ubx: ultrabithorax
E2F/DP: E2 factor, transcription factor complex with dimerization partner
CycE, CycD: cyclins E or D
cdk: cyclin-dependent kinase

# Supplementary material for: Chromatin organization changes during the establishment and maintenance of the postmitotic state
**Source:** Epigenetics Chromatin. 2017 Nov 10;10:53. doi: 10.1186/s13072-017-0159-8
**Supplement:** Supplementary file 4 — Additional file 4: Table S1. Chromatin modifiers/organizers/remodelers that are upregulated upon E2F1/DP expression in pupal wings.

**Supplemental Tables**

Supplemental Table 1.

Chromatin modifiers/organizers/remodelers that are upregulated upon E2F1/DP expression in pupal wings

# Supplementary material for: Chromatin organization changes during the establishment and maintenance of the postmitotic state
**Source:** Epigenetics Chromatin. 2017 Nov 10;10:53. doi: 10.1186/s13072-017-0159-8
**Supplement:** Supplementary file 7 — Additional file 7: Table S2. Genes associated with senescence that are upregulated during robust G0 in the presence of ectopic E2F1/DP.

Supplemental Table 2

Genes associated with senescence that are upregulated during robust G0 in the presence of ectopic E2F1/DP.

| Gene | Possible mammalian ortholog | | log_2_FC | Adj. p. value |
| --- | --- | --- | --- | --- |
|  | SASP-phenotype | |  |  |
| *Mmp1* | Matrix Metalloproteinases | | 2.52 | <0.001 |
| *Ast-C* | CXCR2 ligand | | 2.51 | <0.001 |
| *Dsp1* | HMGB1 (SASP regulator) | | 0.58 | <0.002 |
|  |  | |  |  |
|  | NfkB/MapK/TGF-β signaling | |  |  |
| *p38c* | MAPKinase | | 1.38 | <0.001 |
| *pipe* | uronyl 2-sulfotransferase (UST) | | 0.73 | <0.002 |
| *Traf4* | TRAF4 | | 0.84 | <0.001 |
| *spitz* | TNFRSF1A associated via death domain | | 1.01 | <0.001 |
| *cv-2* | BMPER | | 1.17 | <0.001 |
| *shifted* | WIF1 | | 1.15 | <0.001 |
| *fog* | NECAP2 | | 1.36 | <0.001 |
| *CG4325* | TRAIP | | 0.87 | <0.002 |
| *frazzled* | DCC | | 0.82 | <0.001 |
|  |  | |  |  |
|  | Oxidative Stress | |  |  |
| *CG7737* | SMOX/KDM1B | | 0.92 | <0.006 |
| *CG31937* | dehydrogenase/reductase 7 | | 0.68 | <0.002 |
| *Nmdmc* | MTHFD1 | | 0.66 | <0.001 |
| *CG11200* | *DHRSX* | | 0.85 | <0.001 |
| *CG5599* | DBT | | 1.09 | <0.001 |
| *TPC1* | Thiamine pyrophosphate carrier 1 | | 1.52 | <0.001 |
| **Multiple Cytochrome P450 enzymes**  **Multiple DNA damage response genes** | |  |  |  |
|  |  | |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

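Wild-type FAIRE-seq wings at L3, 24 h and 44 h (3 replicates each), E93 mutant FAIRE-seq wings at the same stages (2 replicates each), an E93-GFSTF ChIP-seq experiment at 24 h (2 replicates) and a genomic DNA control (1 sample) were used. RNA-seq samples of the series were not analysed here. The authors pooled the replicates of a condition and deposited 1 peak list for each of the 7 conditions. In each list the pileup is a coverage signal that the authors took at the summit, the fold enrichment is the authors' ratio of pileup to local background, and the −log10 p and −log10 q are the authors' values per peak. The mapping score of each control read is the authors' too and was not used to filter. Peak names in the E93 mutant L3 list give the time of puparium formation where the labels give L3, and peak names in the wild-type L3 list refer to a selection of top peaks although it is the longest list. The labels were followed, and values for the mutant at L3 are to be read with this doubt. The paper's text does not name the aligner, the peak caller, its settings or the genome release. These values were used only to describe, rank or filter peaks within a list.

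The release was examined because coordinates of different releases must not be mixed. Distances from summits to the ends of protein-coding genes of a Release 6 gene table were counted in bins of 200 bp for shifts of up to 8 Mb. The best shift was near 0 on 2L only, so the peak lists are on another release than the gene table. The control reads extend as far as the Release 6 genes. The local background was then computed back from each peak's pileup and fold enrichment, with a pseudocount of 1, and compared with control reads at the same coordinate numbers and at the shifted position. Across peaks above the background level common to their list, it followed the same coordinate numbers in all 7 lists, with rho between 0.406 and 0.544 on 2R, 3L, 3R and X. For this reason the density of control reads in peaks, the share of control reads near centromeres, the share of peaks at promoters and the peaks at named genes, all listed before the data were examined, were not computed. No coordinates were converted between releases.

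Peaks of different lists were matched by an overlap of at least 1 bp. Intervals given beside shares are exact (Clopper-Pearson) 95% intervals, which cover counting error only; some shares are printed without theirs. Chance overlap was measured with 100 random circular shifts along each chromosome, whose end was taken as the furthest peak of any list. The rank correlation at shared peaks, listed before the data were examined, is not reported here. Regions named in the text were chosen by a rule fixed before the data were examined: the 3 peaks with the largest −log10 p among those of 1 stage only, and the 3 merged regions with the best worst rank over the stages; the text gives the leading peak of each stage and all 3 merged regions. Alternatives set before the data were examined were a −log10 q of at least 10, equal list sizes (the 28684 strongest peaks), large arms only, an overlap of at least 50% of both peaks, summits at most 250 bp apart, the strongest 25% of a list, the strongest ChIP-seq peaks, and a window of 2 Mb. Arm 2L only, an unscaled pileup under 100, a −log10 q of at least 10 in the first list only, and the end of an arm as used here were chosen after seeing the data. The depth recovered from the lists was 9.57, 17.5 and 14.5 M reads for the wild-type stages, 5.44, 4.67 and 2.79 M for the E93 mutant stages and 20.6 M for the ChIP-seq. It rests on an assumed extension of 125 bp and a genome of 120 Mb. With 1 list per condition, no test across samples was made. The overlap functions were tested on simulated lists. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used.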

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

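The paper does not report on E93. The shares on arm 2L, the comparison of L3 peaks absent at 24 h and its reading by parts of the list were chosen after seeing the data, and the other tests before.

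Of the 8477 E93 ChIP-seq peaks at 24 h, 95.8% (exact 95% interval 95.3% to 96.2%) overlapped a wild-type 24 h FAIRE-seq peak, where 100 random shifts gave 16.1% on average and 17.4% at most. The share was 80.7% for L3 peaks and 75.9% for 44 h peaks. Of the FAIRE-seq peaks found at 24 h only, 12.1% (11.1% to 13.1%) had an E93 peak, where shifts gave 4.06% on average. On arm 2L, where peaks and control reads coincide, 10.8% did. Of all 24 h FAIRE-seq peaks, 25.7% (25.3% to 26.2%) had an E93 peak, so the share was lower at peaks of 24 h only. As most E93 peaks lie in 24 h peaks, shifts cannot show a preference within the 24 h list. Peaks found at L3 only or at 44 h only have no 24 h peak by definition, so their low shares restate the 95.8% and are not read as a further result. The ChIP-seq was made at 24 h, and overlap with open DNA of that stage is what either binding or a general recovery of open DNA in ChIP would give. No ChIP-seq without the antibody's target was analysed here, and these readings were not tested against each other.

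Of the wild-type 24 h peaks, 65.4% (64.9% to 66.0%) overlapped an E93 mutant 24 h peak. Of those absent at L3, 25.0% (24.1% to 26.0%) did, against 82.1% (81.5% to 82.6%) of those shared with L3. Weaker peaks and the lower depth of the mutant list, 4.67 M recovered reads against 17.5 M, were weighed as a technical explanation. With the list split into 4 parts of equal size by strength, the share in each part stayed lower for peaks absent at L3, and the difference closest to 0 was -29.0 percentage points, in the strongest part, where 69.6% of 481 peaks were found against 98.7% of 6952. Strength alone therefore did not account for the difference. Another explanation is that peaks of 1 wild-type list only are less often found in any list of their own stage. It was examined with L3 peaks in the E93 mutant L3 list, where 36.3% of those absent at 24 h were found against 83.7% of those shared with 24 h. A criterion written before these values were seen asked for a lower share, with 95% intervals apart, in every part of the L3 list by strength; it was met in the weaker 3 parts and not in the strongest, so the parts are read separately. In the strongest part the difference was -0.452 percentage points, with 99.3% (98.3% to 99.8%) found against 99.8% (99.7% to 99.9%), where the strongest part of the 24 h list had 69.6% (65.3% to 73.7%) against 98.7%. This argues against the explanation for the strongest L3 peaks only. Both L3 shares lie near the ceiling of the measure. The L3 lists also differ less in depth, with 9.57 M recovered reads against 5.44 M in the mutant, than the 24 h lists. Whether the result carries over to the strongest 24 h peaks is therefore not settled. In the weaker parts the differences were -20.5, -23.0 and -17.0 percentage points, against -40.9, -53.2 and -52.3 in the 24 h list, so the explanation stays open there, at least for some of the difference; the lists differ in depth, and the sizes were not tested against each other. The peak names in the E93 mutant L3 list give the time of puparium formation where the labels give L3, so the stages of this comparison could not be settled. A difference in genotype, in batch or in the pooling of 2 against 3 replicates stays open and was not tested.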

How the results depend on the processing

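The settings of arm 2L only, an unscaled pileup under 100 and a threshold on the first list only were chosen after seeing the data. No paired analysis was possible because each condition has 1 pooled list, and for the same reason no replicate could be left out. Over all alternatives, those set before the data were examined included, 104 values left the 95% interval of the value reported (or moved by over 1.5 times for numbers and lengths) and 32 did not. Under large arms only, the peak numbers, covered lengths and share of regions at every stage moved within these limits. With up to 39525 peaks the intervals are narrow, so small moves pass them. Fewer peaks or a stricter match account for a lower number or share by construction; otherwise the cause was not tested.

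With a −log10 q of at least 10, the peak number was 15640 at L3, 17964 at 24 h and 17952 at 44 h. The covered length was 7.27 Mb at L3. The median fold enrichment was 5.49 at L3, 5.51 at 24 h and 5.89 at 44 h. The share with a counterpart was 70.2% of L3 peaks in 24 h, 61.8% of L3 peaks in 44 h, 62.2% of 24 h peaks in L3, 70.5% of 24 h peaks in 44 h, 54.4% of 44 h peaks in L3 and 70.0% of 44 h peaks in 24 h. Peaks at every stage made up 31.8% of merged regions. The share of peaks was 0.288% at L3 on chromosome 4, 1.56% at 24 h near the centromere and 1.28% at 44 h near the centromere. The share found in the E93 mutant of that stage was 75.8% at L3, 62.4% at 24 h and 58.3% at 44 h.

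At equal list sizes, the median fold enrichment was 3.56 at L3 and 3.99 at 24 h. The share with a counterpart was 64.8% of L3 peaks in 24 h, 57.7% of L3 peaks in 44 h, 66.0% of 24 h peaks in L3, 70.2% of 24 h peaks in 44 h, 58.9% of 44 h peaks in L3 and 70.0% of 44 h peaks in 24 h. Peaks at every stage made up 31.9% of merged regions. The share of peaks near the centromere was 2.14% at L3. The share with an E93 ChIP-seq peak was 21.8% for L3 peaks, 26.6% for 24 h peaks and 0.810% for peaks of L3 only.

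Over peaks shared by all 3 stages, the median fold enrichment was 4.56 at L3, 5.14 at 24 h and 5.44 at 44 h.

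Taking the mean in place of the median, fold enrichment was 4.17 at L3, 4.58 at 24 h and 4.95 at 44 h.

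Keeping peaks with an unscaled pileup under 100, the median fold enrichment was 2.86 at L3, 2.88 at 24 h and 3.04 at 44 h. This kept 35276 of 39525 peaks at L3, 16907 of 29731 at 24 h and 17904 of 28684 at 44 h. As the scaling differs, the filter cuts fold enrichment at a different level in each list. The closer medians are therefore not a comparison of stages.

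Requiring an overlap of at least 50% of both peaks, the share with a counterpart was 38.1% of L3 peaks in 24 h, 30.8% of L3 peaks in 44 h, 50.7% of 24 h peaks in L3, 52.1% of 24 h peaks in 44 h, 42.5% of 44 h peaks in L3 and 54.0% of 44 h peaks in 24 h. The share with an E93 ChIP-seq peak was 9.01% for L3 peaks, 15.7% for 24 h peaks, 11.4% for 44 h peaks, 0.221% for peaks of L3 only, 7.98% for peaks of 24 h only and 0.290% for peaks of 44 h only. The share found in the E93 mutant of that stage was 52.3% at L3, 52.4% at 24 h and 48.6% at 44 h.

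For summits at most 250 bp apart, the share with a counterpart was 48.6% of L3 peaks in 24 h, 42.7% of L3 peaks in 44 h, 64.6% of 24 h peaks in L3, 63.2% of 24 h peaks in 44 h, 58.6% of 44 h peaks in L3 and 65.5% of 44 h peaks in 24 h. The share with an E93 ChIP-seq peak was 14.4% for L3 peaks, 22.8% for 24 h peaks and 18.7% for 44 h peaks. The share found in the E93 mutant of that stage was 59.8% at L3, 61.9% at 24 h and 58.6% at 44 h.

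Among the strongest 25% of the first list, the share with a counterpart was 93.9% of L3 peaks in 24 h, 82.9% of L3 peaks in 44 h, 93.5% of 24 h peaks in L3, 91.6% of 24 h peaks in 44 h, 87.9% of 44 h peaks in L3 and 95.3% of 44 h peaks in 24 h.

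Filtering only the first list at a −log10 q of at least 10, the share with a counterpart was 86.8% of L3 peaks in 24 h, 75.0% of L3 peaks in 44 h, 79.2% of 24 h peaks in L3, 81.9% of 24 h peaks in 44 h, 72.1% of 44 h peaks in L3 and 84.4% of 44 h peaks in 24 h.

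In a window of 2 Mb, the share of peaks near the centromere was 5.34% at L3, 4.86% at 24 h and 4.32% at 44 h.

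Against the stronger ChIP-seq peaks by −log10 p, above their median, the share with an E93 ChIP-seq peak was 9.48% for L3 peaks, 14.1% for 24 h peaks, 12.5% for 44 h peaks, 0.120% for peaks of L3 only, 4.93% for peaks of 24 h only and 0.145% for peaks of 44 h only.

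On arm 2L only, the median fold enrichment was 2.99 at L3, 3.79 at 24 h and 3.97 at 44 h. The share with a counterpart was 50.5% of L3 peaks in 24 h, 43.3% of L3 peaks in 44 h, 65.8% of 24 h peaks in 44 h and 66.0% of 44 h peaks in L3. Peaks at every stage made up 27.3% of merged regions. The share with an E93 ChIP-seq peak was 15.6% for L3 peaks, 10.8% for peaks of 24 h only, 22.6% for 44 h peaks and 0.111% for peaks of 44 h only. The share found in the E93 mutant of that stage was 60.5% at L3 and 66.0% at 24 h.

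The order of the stages depends on the threshold: the L3 list was the longest as deposited and the shortest at a −log10 q of at least 10. Peaks of the 24 h and 44 h lists rest on more reads than those of L3, which limits any reading of peak numbers. The shares with an E93 ChIP-seq peak for peaks of L3 only and of 44 h only are low by construction, as these peaks have no 24 h counterpart. The stage of the E93 mutant L3 list is in doubt, since its peak names give the time of puparium formation, and so are the shares found in the mutant at L3. The density of control reads in peaks and the share of peaks at promoters were not run under any alternative, since peaks, control reads and gene table are not on 1 release.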

Other observations

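The tests of depth, duplicates, the control's release and the limit on the pileup were chosen after the result was seen.

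The control reads and the peaks are on different releases, yet the local background in all 7 lists followed the control reads at the same coordinate numbers. The values of rho cover peaks above the background level common to their list. On 2L, where positions coincide, rho between the recovered background and the control reads was 0.520 to 0.60 over the lists. On 2R, 3L, 3R and X it was 0.406 to 0.544 at the same coordinate numbers and -0.0724 to 0.103 at the shifted positions. Local corrections for copy number and mappability therefore came from another position on those arms, only 0.0068 Mb away on 3L. As the lists share the control, comparisons between them share this too. It does not account for the longer L3 list, which on 2L held 1.39 times as many peaks as the 24 h list, nor for peaks without a counterpart, since on 2L the highest share with a counterpart over the 6 ordered pairs of stages was 71.3%. What the lists would hold with a control on their own release was not tested.

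The L3 list was the longest with the fewest wild-type reads. Deeper sequencing is argued against by the 9.57 M reads recovered at L3, below the 17.5 and 14.5 M at 24 h and 44 h. Duplicates kept at L3 only are argued against by the highest unscaled pileup of 237, under the limit of 250 that 1 read per position and strand allows. The additional peaks were weak ones: 15640 L3 peaks had a −log10 q of at least 10, fewer than at the other stages. The pileups at 24 h and 44 h moved in steps of 0.579 and 0.697, whereas those at L3 were unscaled, in steps of 1. This difference in scaling, a change in accessibility between stages and a difference in library quality all stay open and were not tested.

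Weak peaks on either side of a threshold could leave peaks of 1 stage without a counterpart. In the strongest 25% of a list the share with a counterpart was still as low as 82.9%, for L3 peaks at 44 h, so this does not cover all of them. Peaks of L3 only made up 74.1% of the weakest 25% of the L3 list and 4.05% of the strongest 25%.

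The share of peaks near centromeres, over the 5 large arms together, was lower at 44 h than at L3. Arm 2R went the other way, with 28 peaks at L3, 35 at 24 h and 30 at 44 h. The difference was not removed by equal list sizes, with 2.14% (1.98% to 2.31%) at L3 and 1.64% (1.49% to 1.79%) at 44 h. Whether the control's release is behind it cannot be told apart on 2L, where the counts were too small: 0.990% of L3 peaks (0.775% to 1.25%), 0.995% at 24 h and 0.705% (0.488% to 0.983%) at 44 h. A difference between stages stays among the open explanations.

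The highest fold enrichment was lower in deeper lists, from 52.5 in the E93 mutant 44 h list to 12.0 in the wild-type 24 h list and 10.2 in the ChIP-seq. A candidate explanation is the limit of 250 on the pileup: the highest unscaled pileup of any list was 246. At 24 h, 3.60% of peaks had an unscaled pileup of at least 200, against 0.0177% at L3.

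A higher share of E93 ChIP-seq peaks in 24 h FAIRE-seq peaks absent at L3 was looked for and not seen: 14.0% of those absent had an E93 peak, against 30.6% of those shared with L3. In the strongest 25% the shares were 59.0% (54.5% to 63.5%) and 55.8% (54.6% to 56.9%), which overlap.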
